# *De novo* assembly and analysis of the transcriptome of the *Dermacentor marginatus* genes differentially expressed after blood-feeding and long-term starvation

**DOI:** 10.1186/s13071-020-04442-2

**Published:** 2020-11-10

**Authors:** Ercha Hu, Yuan Meng, Ying Ma, Ruiqi Song, Zhengxiang Hu, Min Li, Yunwei Hao, Xinli Fan, Liting Wei, Shilong Fan, Songqin Chen, Xuejie Zhai, Yongchang Li, Wei Zhang, Yang Zhang, Qingyong Guo, Chahan Bayin

**Keywords:** *Dermacentor marginatus*, RNA-seq, Transcriptomics, Tick physiology, Differential expression

## Abstract

**Background:**

The ixodid tick *Dermacentor marginatus* is a vector of many pathogens wide spread in Eurasia. Studies of gene sequence on many tick species have greatly increased the information on tick protective antigen which might have the potential to function as effective vaccine candidates or drug targets for eco-friendly acaricide development. In the current study, RNA-seq was applied to identify *D. marginatus* sequences and analyze differentially expressed unigenes.

**Methods:**

To obtain a broader picture of gene sequences and changes in expression level, RNA-seq was performed to obtain the whole-body transcriptome data of *D. marginatus* adult female ticks after engorgement and long-term starvation. Subsequently, the real-time quantitative PCR (RT-qPCR) was applied to validate the RNA-seq data.

**Results:**

RNA-seq produced 30,251 unigenes, of which 32% were annotated. Gene expression was compared among groups that differed by status as newly molted, starved and engorged female adult ticks. Nearly one third of the unigenes in each group were differentially expressed compared to the other two groups, and the most numerous were genes encoding proteins involved in catalytic and binding activities and apoptosis. Selected up-regulated differentially expressed genes in each group were associated to protein, lipids, carbohydrate and chitin metabolism. Blood-feeding and long-term starvation also caused genes differentially expressed in the defense response and antioxidant response. RT-qPCR results indicated 6 differentially expressed transcripts showed similar trends in expression changes with RNA-seq results confirming that the gene expression profiles in transcriptome data is in consistent with RT-qPCR validation.

**Conclusions:**

Obtaining the sequence information of *D. marginatus* and characterizing the expression pattern of the genes involved in blood-feeding and during starvation would be helpful in understanding molecular physiology of *D. marginatus* and provides data for anti-tick vaccine and drug development for controlling the tick.
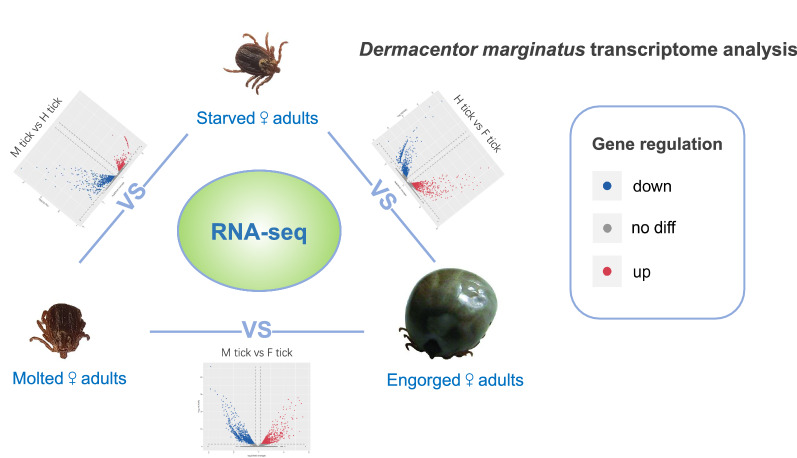

## Background

Ticks are obligate hematophagous ectoparasites of great medical and veterinary importance [1]. *Dermacentor marginatus* Sulzer that is a wide spread tick species of the Ixodidae carries and transmits a variety of tick-borne pathogens to livestock and human, such as *Babesia* [2], *Theileria* [3], *Anaplasma* [4], *Rickettsia* [5], *Coxiella* [6], *Brucella* [7], *Borrelia burgdorferi* [8] and Orthonairovirus [9]. Due to its medical importance, *D. marginatus* as many other tick species, has become an emerging threat to the livestock and public health, which needs control measures to mitigate its impact.

Currently, the accessibility and ease of practice have made chemical approach dominant in tick control measures [10]. While the use of conventional acaricides is effective in tick control, the environment is affected by contamination and acaricide residue problems [11]. Furthermore, tick resistance to acaricide has made chemical agents less effective than before [12]. Thus, finding the important target genes of tick species is the key to develop advanced tick control approaches [13, 14].

The research on tick prevention and control methods is greatly facilitated by revealing genome data of tick species. The genome data of *Ixodes scapularis* Say is the first genomic functional study that provided abundant references to gene annotations of tick species [15]. A very recent study on six tick genomes expounded the comparative genome analyses of ixodid tick species [16]. Together with the *I. scapularis* genome data, these tick genome data could be of crucial values for reference templates for omics studies such as transcriptome and proteome analyses on ixodid ticks and other tick species [16]. Currently RNA-seq is an effective approach to obtain transcripts on a specific time point. Many transcriptome studies revealed a large number of tick transcripts that were latter used for tick gene function study [17–20], system evolution study [21], and anti-tick vaccine candidate screening [22, 23].

Vaccination of livestock is a promising method considering labor-saving, cost-effective for farmers and an eco-friendly approach for mitigation of ticks [24]. But only one available tick vaccine against Bm 86 of *Rhipicephalus microplus* Canestrini is available, which is less effective against ticks other than *R. microplus* [25, 26]. New tick-specific antigens are still in need. Now screening of potential protective tick antigens could be achieved by RNA-seq and tick vaccine trials [23]. On the other hand, researches focusing on biological process of tick blood-feeding and reproduction has enhanced our knowledge on the functions of important tick molecules [27, 28]. According to the study of tick blood meal digestion, Ixodidae ticks has a different way of blood digestion from other hematophagous arthropods by intracellular digestion of hemoglobin [29]. In the process of blood-feeding and digestion of blood meal, there were many genes upregulated encoding proteins, such as ferritin 2 transporting ferric iron in the hemolymph [30], aquaporin regulating body fluid and facilitate salivation [31], and vitellogenin and vitellogenin receptor critical for embryonic genesis [32]. These tick antigens showed potential to compose an anti-tick vaccine.

Besides feeding on hosts, hard ticks live off-host for most of their lives. Ticks conduct sit-and-wait strategy in questing with an extreme endurance to starvation [18]. Ticks initiate different set of genes to cope with long-term starvation and their questing behavior will increase in extended starvation times [18]. During non-feeding period many tick species may express crucial protein for survival that in turn can be harnessed as targets for chemicals. In addition, development of eco-friendly acaricides or tick repellents is also an promising field of tick control [33]. Reports indicated that new acaricide target genes could be used to develop effective but environmentally friendly chemicals to control tick prevalence, for instance, tick kinin receptors regulate numerous tick physiological process including ecdysis and feeding [34].

Regarding *D. marginatus*, the study was in the hope of enriching the molecular information for this tick species and provide a comprehensive viewpoint of this biological system, as current information on *D. marginatus* is limited. Our focus was on three different status of *D. marginatus* female adults as newly molted, starved, and engorged state to conduct an Illumina RNA sequencing (RNA-seq) in order to obtain the transcriptomes of *D. marginatus* female adults. This study of whole tick transcriptome could contribute to understanding of genes involved in blood-feeding and long-term starvation.

## Methods

### Tick rearing

Ticks used in the experiment were F2 generation progeny of a *D. marginatus* adult female originally collected from a 6-year old local-bred female horse in a breeding farm located in Yili prefecture, Xinjiang, China, in April 2018. Ticks were reared under controlled experimental conditions of temperature (24 ± 1 °C), relative humidity (RH; 90 ± 5%) and photoperiod (14 h light: 10 h dark). The purpose of the RNA-seq analysis was to obtain gene sequences and identify differentially expressed genes of *D. marginatus* female adults after blood-feeding and long-term starvation regarding the significant role of female adult that plays in feeding large amount of blood and producing thousands of eggs per individual [35]. Another reason choosing females only for the RNA-seq analysis was to minimize the gene expression difference profiled by sexual distinction [36, 37].

In order to obtain the *D. marginatus* female adults, we designed three biological groups for RNA-seq analysis (Fig. 1). Larvae (*n* ≈ 1000) and nymphs (*n* = 400) fed on the ears of two New Zealand rabbits respectively in succession to become engorged. Subsequently, 363 engorged nymphs successfully molted to adult stage. Adult female ticks after ecdysis for 5 days were designated as M tick group that consisted of 3 biological replicates each made of 5 ticks. Female adult ticks were kept under controlled experimental conditions (as above) for 6 months to become starved ticks as H tick group that consisted of 3 biological replicates each made of 5 ticks. Finally, F tick group that consisted of 3 biological replicates each made of 3 engorged female adult ticks was prepared by having 30 starved female adult ticks fed on a local bred yearling for 7 days with 60 male adult ticks around (Fig. 1). The engorged female adult ticks were carefully removed on the 8th day after blood-feeding and kept at controlled experimental conditions (as above) for 24 h before sample preparation started.

**Fig. 1:**
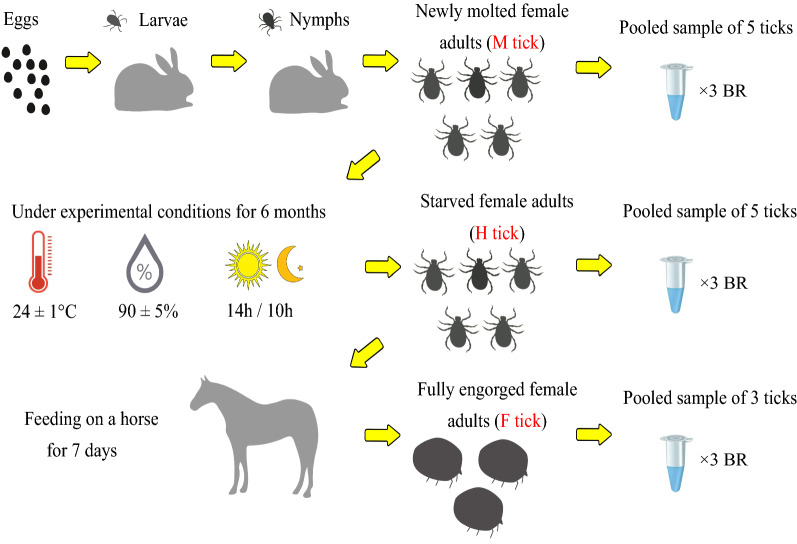
Schematic demonstration of the experimental design. F2 generation larvae hatched from a single egg clutch. Larvae and nymphs were fed on two experimental rabbits. Five newly molted female adult ticks (M tick group) were pooled as one sample and three biological replicates (BR) were prepared. Batches of ticks were placed under controlled experimental condition for 6 months to reach long-term starved condition (H tick group). Among the ticks, five female adult ticks were pooled as one sample and three biological replicates were prepared. The long-term starved ticks were fed on horse blood to become engorged, and manually removed on 8th day. The engorged female adult ticks were place under controlled experimental condition for 24 h before sample preparation (F tick group). Three engorged female ticks were pooled as one sample and 3 biological replicates were prepared. RNA was extracted at each time point and mode of state is represented by three independent libraries for each group. In total, the RNA-seq is based on nine pooled whole-tick libraries

### Preparation of the biological samples and total RNA extraction

Body weight of similar *D. marginatus* female adults were selected to make pooled samples. Sample were prepared as fast as possible to reduce human factors on gene expression. To clean the surface of the ticks, we washed the ticks in phosphate buffer saline (PBS) though mild shaking for 15 s in the first round. Washing the ticks in 70% alcohol by the same operation followed next. Last round, wash the ticks in deionized water though mildly shaking for 30 s. Then, after drying the ticks on sterile gauze, ticks that were put in microtubes were rapidly immersed into liquid nitrogen to freeze completely and stored at – 80 °C for later use.

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s procedure. The total RNA quantity and purity were analyzed with Bioanalyzer 2100 (Agilent, Foster, CA, USA) and RNA 1000 Nano LabChip Kit (Nanodrop Technologies, Wilmington, DE, USA) with RIN number > 7.0. Poly (A) RNA is purified from total RNA (5 μg) using poly-T oligo-attached magnetic beads using two rounds of purification.

### The cDNA library preparation

After purification, the mRNA was fragmented into small pieces with divalent cations under elevated temperature. Then the cleaved RNA fragments were reverse-transcribed to create the final cDNA library in accordance with the protocol for the mRNA Seq sample preparation kit (Illumina, San Diego, CA, USA), the average size of the insert for the paired-end libraries was 300 bp (± 50 bp). Then we performed the paired-end sequencing on an Illumina Hi-seq 4000 (LC Sciences, USA) following the vendor’s recommended protocol.

### *De novo* assembly, unigene annotation and functional classification

Firstly, Cutadapt [38] and in-house perl scripts were used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases. Then sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) including the Q20, Q30 and GC-content of the clean data. All downstream analyses were based on clean data of high quality. *De novo* assembly of the transcriptome was performed with Trinity v. 2.4.0 [39]. Trinity groups transcripts into clusters based on shared sequence content. The longest transcript in the cluster was chosen as the unigene sequence.

The prediction of coding sequences (> 100 amino acids) was performed using TransDecoder, which is part of the Trinity software [40]. All assembled unigenes were aligned against the non-redundant (Nr) protein database (http://www.ncbi.nlm.nih.gov/), Gene ontology (GO) (http://www.geneontology.org), SwissProt (http://www.expasy.ch/sprot/), Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/), Protein family (Pfam) (http://pfam.xfam.org/) and Eggnog (http://eggnogdb.embl.de/) databases using DIAMOND [41] with a threshold of E value < 0.00001. Local BLAST v. 2.9.0 (ftp://ncbi.nlm.nih.gov/blast/executables/blast+/LATEST/) was used to compare the RNA-seq data of *D. marginatus* with genome sequencing data of *D. silvarum* [16]. Signal peptide prediction of the unigenes encoding proteins was performed with SignalP - 5.0 server (http://www.cbs.dtu.dk/services/SignalP/).

### Differentially expressed unigene analysis

Salmon [42] was used to perform expression level for unigenes by calculating transcripts per million (TPM) [43]. The differentially expressed unigenes were marked with log2 (fold change) > 1 or log2 (fold change) < − 1, and gene expression significance was based on Benjamini-Hochberg false discovery rate (FDR: *P* < 0.05) and one-way analysis of variance (one-way ANOVA: *P* < 0.05) by R package *edgeR* [44]. GO and KEGG enrichment analysis were again performed on the differentially expressed unigenes by in-house perl scripts.

### Real-time quantitative PCR validation of RNA-seq results

The consistency of the gene expression levels was confirmed by real-time quantitative PCR. The RT-qPCR was performed on another set of samples in a separate tick feeding experiment with the same sample preparation procedure above-mentioned. and the expression levels of 6 particular genes were assessed. Ferritin 1 (DN38021), Ferritin 2 (DN51538), HSP 70 (DN48195), galectin (DN57588), glutathione S-transferase (DN38169), and Dm86 (DN57937) were selected among the genes differentially expressed in newly molted (M tick), starved (H tick), and fed female ticks (F tick). RNA extraction procedure was performed as described above. The first strand cDNA templates were synthesized using a Fastking RT cDNA synthesis kit (Tiangen Biotech, Beijing, China). Single-strand cDNA was used, and transcription profile was conducted through real-time PCR using QuantiNova SYBR Green PCR Kit (Qiagen, Hilden, Germany) with an Applied Biosystems 7500 Fast Real-Time PCR System (Applied Biosystems, Foster, USA). Specific primers for target gene and the internal control are shown in Additional file 1: Table S1. The RT-qPCR procedure started with initial denaturation at 95 °C for 2 min, followed by 40 cycles of a denaturation step at 95 °C for 10 s and an annealing/extension step at 60 °C for 35 s. The mRNA levels of the analyzed genes both in transcriptome and RT-qPCR were normalized using the elongation factor-alpha 1 (*ef-α1*) gene of *D. marginatus* (DN43634) using the comparative Ct method [45].

## Results and discussion

### Sequencing and assembly

Illumina sequencing of the nine *D. marginatus* adult female tick samples resulted in 460,171,414 raw reads (Additional file 2: Table S2). 

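Whole-body RNA came from 9 pools of adult females: 3 pools of 3 engorged ticks (F tick), 3 pools of 5 ticks kept unfed for 6 months (H tick) and 3 pools of 5 ticks taken 5 days after the molt (M tick). The deposited table gives 30251 unigenes in TPM for each pool, with their annotations, and holds no read counts. F tick lists the fewest unigenes above 0: between 5394 and 5762 unigenes stand at 0 in its libraries, against 3322 to 3796 in H tick and 2779 to 3044 in M tick. Valid reads per library in Table S2 run from 44496928 to 53012248 in F tick, 46912662 to 55155938 in H tick and 48376992 to 52978266 in M tick. The unigenes in the table do not add up to the whole of a library: 6.32 to 7.77% is missing in F tick, 10.8 to 13.1% in H tick and 11.9 to 14.7% in M tick. Groups were compared on log2(TPM + 1) over the 27658 unigenes above 1 TPM in at least 3 libraries, in a linear model of the 3 groups with moderated variances (limma-trend) and Benjamini-Hochberg adjustment. A unigene is called when its adjusted p is below 0.05 and its absolute log2 fold change above 1, and it is called higher in a group when this holds against each of the other groups. Values are means ± SD of the 3 pools of a group. A TPM value is a share of its library, so a few very abundant transcripts lower all the others.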

After removing low quality reads, 449,349,046 valid reads accounted for 97.68% of the raw reads. *De novo* transcriptome assembly was performed using Trinity software, resulting in a total of 100,644 putative transcripts (N50 1383), clustered into 30,251 unigenes. A summary of the assembly is shown in Table 1. Regarding sequence length, all unigenes are longer than 200 bp. The longest is 24,550 bp. 

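The shortest unigene has 201 bp and the median one 628 bp. Unigenes with a hit in the Nr protein database are long, with a median of 1506 bp, and those without a hit short, with a median of 421 bp. By length class, 7647 unigenes lie below 300 bp, 5379 from 300 to below 500 bp, 6430 from 500 to below 1000 bp and 6191 from 1000 bp to below 2 kb, and 4598 are longer than 2 kb. Unigenes without a hit are also less abundant: their median TPM over the libraries is 5.33, against 9.82 for unigenes with a hit.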

Fifteen percent of assembled unigenes were above 2000 bp, and many of the unigenes were between 300–1000 bp (39.04%) (Fig. 2a). Principal components analysis (PCA) of the assembly revealed biological replicates grouped together separately showing acceptable variation within groups (Fig. 2b). It is notable that this is the first transcriptome analysis of *D. marginatus* produced using RNA-Seq. 

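F tick lies apart from the other groups along the first component, which holds 48.2% of the variance, and the second, with 26.2%, parts H tick from M tick. The H tick libraries lie closest together, with a mean distance of 131 between them, against 160.4 in M tick and 229.8 in F tick. Within F tick, replicate 3 lies at -18.8 on the second component, where replicates 1 and 2 lie at 50.0 and 63.2. After median-of-ratios scaling and with 1 TPM added, 667 tested unigenes in replicate 3 are at least 8-fold above both other F tick libraries, against 264 in replicate 1 and 281 in replicate 2. Distances between groups are on average 1.90 times those within groups. Of the 280 assignments of 9 libraries to 3 groups of 3, the real one gives the largest ratio (exact permutation test, one-sided p = 0.0036, n = 9 libraries). The ratio is 3.37 on the 500 most variable unigenes.

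**Figure D1:**
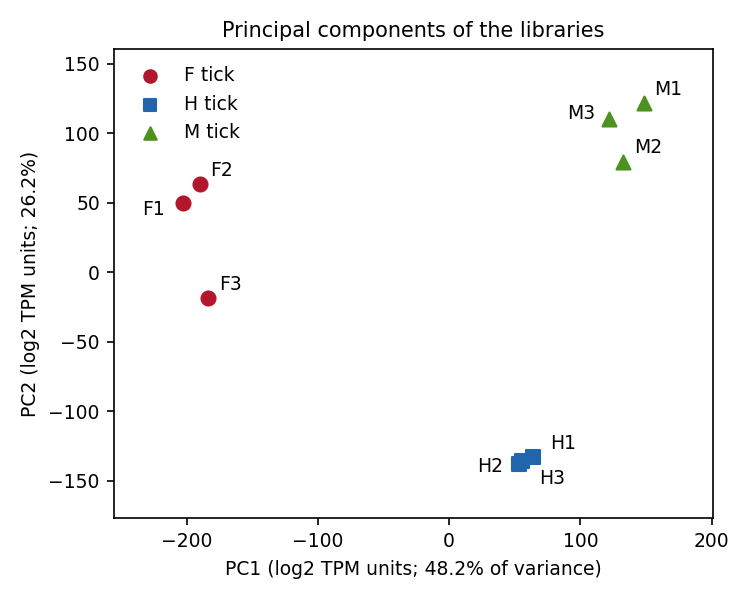
Principal components of log2(TPM + 1) of the 27658 tested unigenes in the 9 libraries, centred and not scaled; the first component holds 48.2% and the second 26.2% of the variance.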

The assembly results of this study have augmented sequence information of *D. marginaus.* The transcriptome data used in this analysis were submitted to GEO (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo/) database of NCBI under the accession number GSE151667.

**Table 1:** Summary of the *D. marginatus* transcriptome assembly

Index	All	Min length	Mid length	Max length	Total assembled bases	N50
Transcript	100,644	201	509	24,550	86,647,606	1383
Unigene	30,251	201	628	24,550	31,889,293	1822

**Fig. 2:**
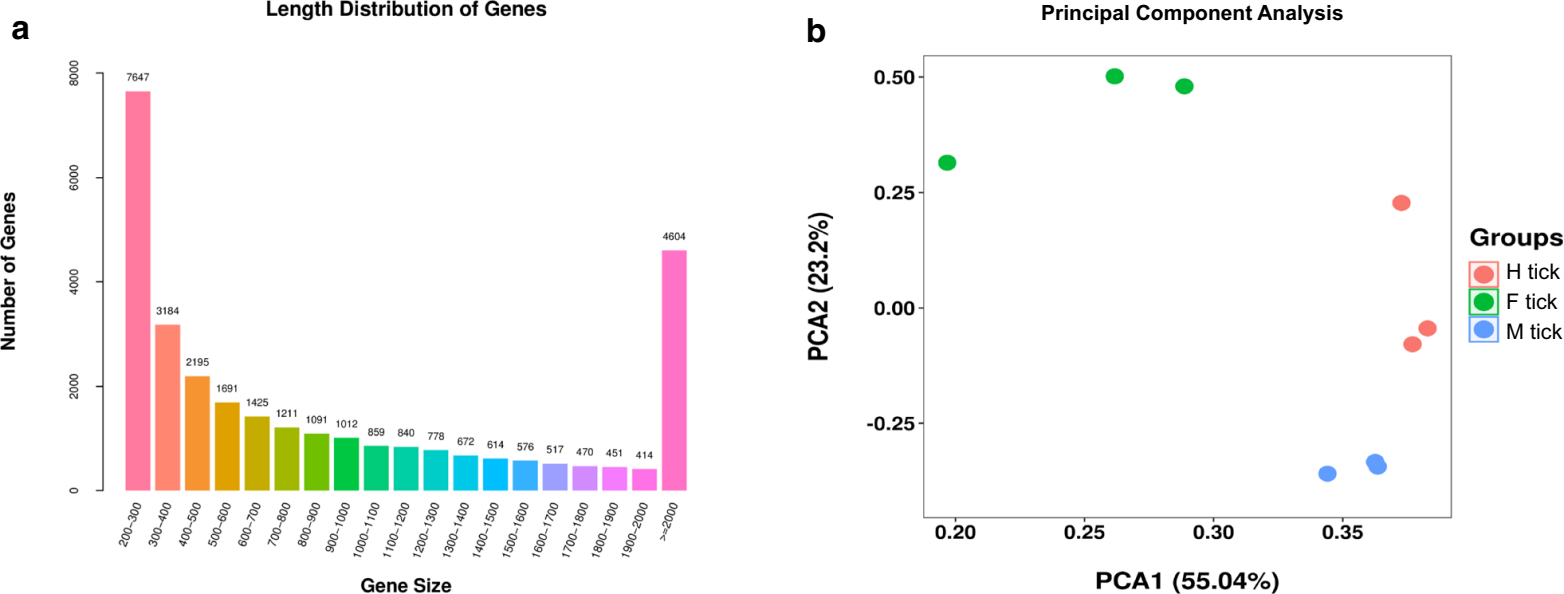
Summary of the assembled unigenes and PCA analysis of the libraries. **a** The X axis shows sequence length of the unigenes and Y axis is the number of unigenes. **b** The X axis represents first principal component and Y axis stands for second principal component. Red points represent libraries of H tick group. Green points represent libraries of F tick group and red points represent libraries of M tick group

### Annotation

Functional annotation of the assembled unigenes were performed by matching the 30,251 unigene sequences against 6 databases. Nr database hit the highest match up to 32%, while Swissprot database hit 22.56%, relatively less than the other database (Additional file 3: Table S3). 

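Of the unigenes with an Nr hit that names a species, 5830 (60.3%) have their best hit in a tick and 4870 (50.4%) in *Ixodes scapularis*. Within the genus *Dermacentor* itself 163 unigenes have a best hit, of which 9 match *D. silvarum*. Best hits outside arthropods include nematodes with 221 unigenes, mammals with 318 and birds with 61. They are spread unevenly over the groups. Of 128 unigenes with a *Caenorhabditis* best hit, 116 are listed above 0 in all 3 H tick libraries and at 0 in the 6 others, and their TPM adds up to 1488, 2254 and 2124 in the H tick libraries. *Mus* best hits were called higher in M tick for 56 of 82 unigenes, and *Gallus* best hits higher in F tick for 15 of 16. A best hit names the closest sequence in the database and not the organism the RNA came from.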

Among the 9672 annotated unigenes, 58.9% of them showed homology with sequences of tick species, and over half of the unigenes matched *I. scapularis* sequences (Fig. 3). The remaining 20,579 unigenes (68.03%) were classified as unknown because they did not produce matches within the searched databases, indicating that many new genes and non-coding RNA sequences had been identified [37, 46]. 

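Unigenes without an Nr hit take part in the differences between the groups nearly as often as annotated ones. Of 18324 tested unigenes without a hit, 10882 (59.4%) changed among the 3 groups, against 5902 of 9334 (63.2%) with a hit. By group, M tick has the most: 2489 unigenes without a hit were called higher in M tick than in both other groups, against 1244 in H tick and 1057 in F tick. Of annotated unigenes 519 were higher in M tick, 826 in F tick and 1208 in H tick. After median-of-ratios scaling the unigenes without a hit number 2967 in M tick, 449 in H tick and 1483 in F tick and the annotated ones 621, 346 and 1374. Among the largest differences without a protein name are DN45033_c0_g2, higher in M tick than in F tick (log2 fold change of 12.35, adjusted p = 5.2e-08), DN48465_c0_g1, lower in F tick than in H tick (-11.78, adjusted p = 1.8e-07), and DN41784_c0_g4, found in F tick and listed at 0 in the H tick and M tick libraries (F tick against H tick, adjusted p = 2.1e-07). Neither coding potential nor the kind of RNA can be read from the table. The test of change among the 3 groups asks for an adjusted p below 0.05 and sets no minimum fold.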

Genome data is very important to tick transcriptome studies. Recently published tick genome study described 6 tick species that are common in the Old Continent [16]. These genome data are valuable in studying tick gene function, system evolution, and symbiotic relationship of the pathogen in different tick species. Among the genome data, *Dermacentor silvarum* Olenev is a closely related tick species with *D. marginatus*. The two tick species are morphologically similar, but surprisingly genomic alignments of the *D. marginatus* RNA-seq data with genome sequencing data of *D. silvarum* showed that the two tick species did not show very high sequence similarity (Additional file 4: Table S4). The reason that most of hits matched with *I. scapularis* rather than *D. silvarum* was probably because sequence information on *I. scapularis* is abundant in the searched databases currently [15]; nevertheless, the *D. silvarum* genome sequencing data would be soon available as reference for annotation in the databases. We performed a Local BLAST to compare the RNA-seq data of *D. marginatus* with genome sequencing data of *D. silvarum*, and the results revealed that 5841 out of 9573 unigenes with coding regions (CDs) matched that of genome sequencing data of *D. silvarum* with varying degrees. For identifying potential tick proteins, the SignalP prediction was performed and the results indicated that 320 out of 9573 unigenes encoding proteins have signal peptide sequence, while 150 were among the unidentified unigenes. The SignalP prediction results indicated that many potential tick genes encoding proteins are still waiting to be uncovered. The unigene annotation table, sequence alignment results and the signal peptide prediction results were incorporated as Additional file 5: Table S5, and the information contained in the table could be helpful in finding potential tick gene orthologs and proteins.

**Fig. 3:**
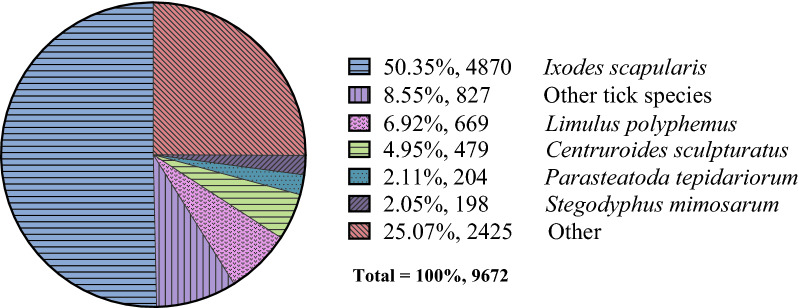
The pie chart of taxonomic assignment of unigenes. The percentage of unigenes assigned to each taxonomic group is shown on the right. Best hits to “Other” include arthropods other than tick species

### Gene Ontology (GO) classification

The annotated sequences were next functionally characterized using the information available in GO classification that considers 3 categories. Initially, genes were classified according to their molecular function, cellular component, and biological process using the GO terms from the GO database (Fig. 4). Only the categories represented by more than 30 genes are depicted, each including the number of the genes assigned.

**Fig. 4:**
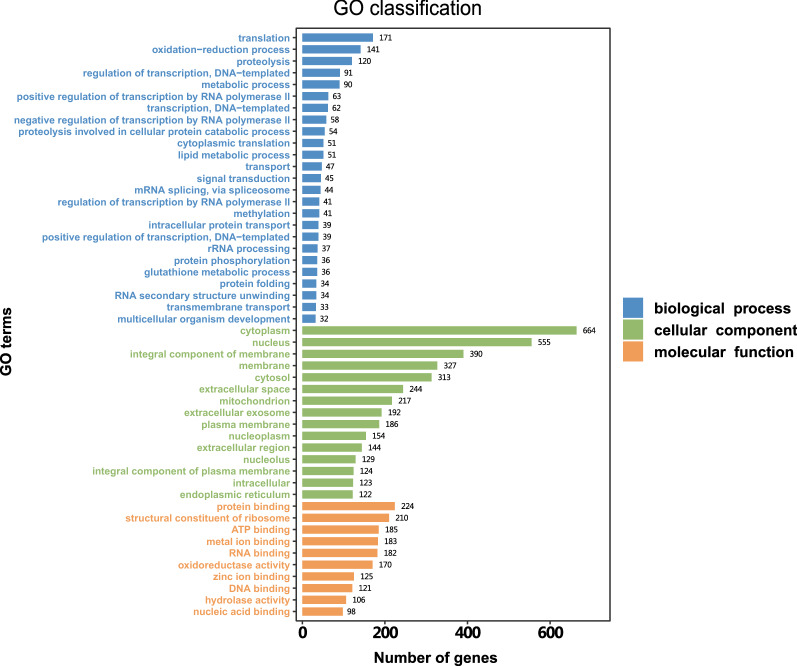
Gene Ontology classification of *D. marginatus* transcriptome data. Bars and numbers represent number of genes in each protein class. Blue bars refer to biological process, green bars refer to cellular component and orange bars refer to molecular function. The X axis shows the number of unigenes in each category

The most abundantly annotated functions were binding activity, such as protein binding activity (*n* = 211), ATP binding activity (*n* = 185) and metal ion binding (*n* = 183) which coincided with transcriptomes of other ixodid tick species [47, 48]. 

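Whether binding terms fell or rose after feeding follows the scale of the libraries. Of the 438 unigenes with the term protein binding, 122 fell and 25 rose in F tick against H tick. For ATP binding, with 310 unigenes, 89 fell and 20 rose, and for metal ion binding, with 358, 112 fell and 31 rose. H tick also stood above newly molted ticks in the deposited values: 141, 120 and 101 unigenes were higher in H tick than in M tick and 35, 20 and 18 lower. After median-of-ratios scaling, those that rose and fell in F tick against H tick are 61 and 39, 45 and 29 and 59 and 38, and those higher and lower in H tick than in M tick 68 and 57, 66 and 27 and 44 and 26. Further terms are zinc ion binding (247 unigenes), DNA binding (227), nucleic acid binding (206) and hydrolase activity (173); hydrolases have 26 members higher in F tick than in both other groups, DNA binding 5. Over all tested unigenes, 2277 rose and 8551 fell in F tick against H tick, and 4702 were higher and 3401 lower in H tick than in M tick. Median-of-ratios scaling turns these to 3699 and 3655 and to 2123 and 4541. A unigene counts once for each term given to it, and the terms were not tested for enrichment, so the counts single out none of them.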

The remaining annotated functions were as follows: structural constituent of ribosome (*n* = 210), RNA binding (*n* = 182), oxidoreductase activity (*n* = 170), zinc ion binding (*n* = 125), DNA binding (*n* = 121), hydrolase activity (*n* = 106), nucleic acid binding (*n* = 98).

Gene classification according to cellular component resulted in up to 15 categories represented by more than 100 genes. 

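Among the 7524 unigenes with a GO term, 1218 carry cytoplasm (16.2%) and 1077 nucleus. In F tick against H tick, nuclear unigenes have 37 that rose and 334 that fell, and cytoplasm has 119 and 333. The term membrane has 45 and 129 and integral component of membrane 69 and 156, and over all tested unigenes 2277 rose and 8551 fell. After median-of-ratios scaling rises outnumber falls in all 4, with 115 and 89, 213 and 93, 107 and 53, and 154 and 78. Of the 672 integral components of membrane, 55 were higher in F tick than in both other groups, 62 in H tick and 65 in M tick; of the 559 with the term membrane, 34, 58 and 43. Other-organism hits are part of these counts, with 98 nematode, mammal or bird best hits under cytoplasm and 80 under nucleus.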

In the cellular component category, the most abundant GO term was cytoplasm, assigned to 17.1% (*n* = 664) of the total GO annotated unigenes. Many GO terms related to nucleus were abundant either (*n* = 555). Membrane (*n* = 327) and integral component of membrane structure (*n* = 390) followed next.

Gene classification based on biological process resulted in 25 categories. Notably, the most abundant (*n* = 171) was translation process followed by categories corresponding to oxidation-reduction process (*n* = 141), proteolysis (*n* = 120), regulation of transcription (*n* = 91), and metabolic process (*n* = 90). 

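Translation unigenes have more falls than rises after feeding and proteolysis unigenes moved both ways. Of 278 translation unigenes, 13 rose and 127 fell in F tick against H tick, while of 185 proteolysis unigenes 45 rose and 37 fell. Oxidation-reduction process, with 254 unigenes, has 49 that rose and 48 that fell, and metabolic process, with 141, has 35 and 22. Regulation of transcription, with 168 unigenes, has 36 members higher in H tick than in both other groups and 1 in F tick, and 3 that rose and 67 that fell in F tick against H tick, which become 11 and 16 after median-of-ratios scaling. Of the translation unigenes 130 have a nematode, mammal or bird best hit, against 8 of the proteolysis unigenes. The median tested unigene is lower in F tick than in H tick in the deposited values, so a count of falls above rises is the common state in this comparison. After median-of-ratios scaling translation has 21 that rose and 82 that fell, and proteolysis 60 and 18, oxidation-reduction process 75 and 18 and metabolic process 57 and 10. The terms were not tested for enrichment.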

The remaining annotations of biological process that contained less unigenes were distributed into twenty categories. The GO terms for molecular function, cellular compartment and biological process assigned to all the genes annotated are showed in Additional file 6: Table S6.

### Differential gene expression profiles

Blood-feeding and long-term starvation caused significant differential gene expression of *D. marginatus*. 

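Yolk, cuticle and saliva genes are among the annotated unigenes with the smallest adjusted p between the 3 states. Higher in F tick than in H tick were vitellogenin-2 DN57971_c1_g1, a yolk precursor (log2 fold change of 10.13, adjusted p = 8.0e-07), the yolk cathepsin DN52155_c0_g1 (10.43, adjusted p = 2.1e-07) and the serpin DN49207_c0_g2, a serine protease inhibitor (13.06, adjusted p = 7.9e-07). Lower in F tick than in H tick were a saliva protein, DN43090_c0_g1 (-10.84, adjusted p = 1.8e-07), the cement protein DN45311_c2_g3, of the glue that holds the mouthparts in the skin (-10.66, adjusted p = 8.1e-07), and evasin-1 DN41034_c0_g1, which binds host chemokines (-7.16, adjusted p = 1.8e-06). M tick stood above F tick for the cuticle protein DN43273_c0_g1 (13.28, adjusted p = 5.0e-08) and the secreted protein DN41691_c0_g1 (8.16, adjusted p = 3.8e-07). Starved ticks stood above M tick for the cathepsin B-like protease DN54046_c0_g4 (6.43, adjusted p = 6.9e-06). Of the 10 annotated unigenes with the smallest adjusted p in that direction, 6 have a *Caenorhabditis* and 2 a gerbil best hit. Across the table, 10828 unigenes (39.1% of those tested) were called between F tick and H tick, 12193 (44.1%) between M tick and F tick and 8103 (29.3%) between H tick and M tick; 16784 (60.7%) changed among the 3 groups. Called higher than in both other groups were 1883 unigenes in F tick, 2452 in H tick and 3008 in M tick, and after median-of-ratios scaling 2857, 795 and 3588. The paper measured expression in 3 states, found large numbers of unigenes differentially expressed between each pair, and reasons from this that physiological function shifts between the states. Feeding, the presence of males on the host and pool size differ together between F tick and the other groups. Those counts thus hold for the states and not for any of these alone. F tick had also been starved before feeding, so it differs from M tick in age as well. H tick and M tick are both pools of 5 unfed adults, and they differ in age and in the time of collection. By the legend of Fig. 1, RNA extraction took place at each time point. State and time of extraction therefore cannot be told apart in any of the 3 comparisons. Without F tick replicate 3 the count for F tick against H tick is 13138.

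**Figure D2:**
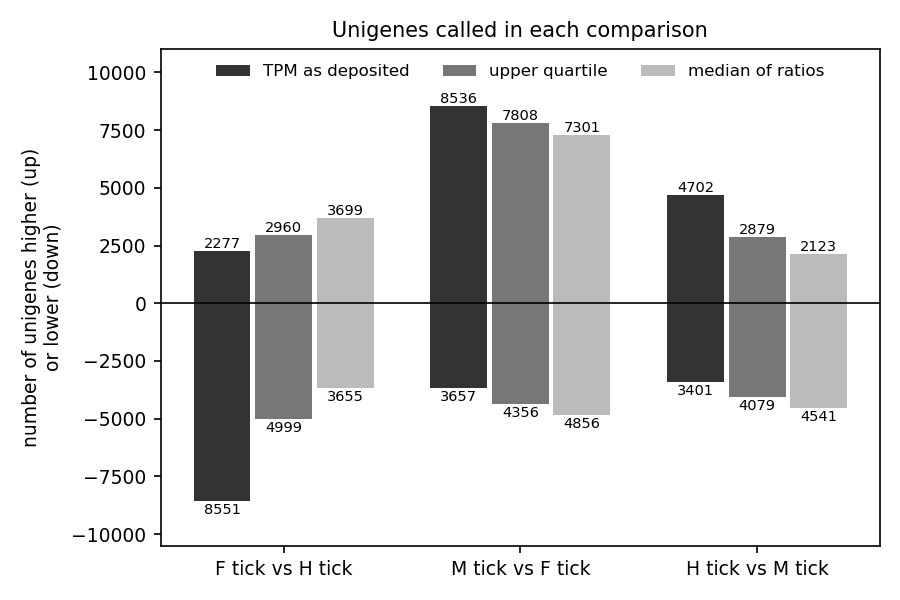
Unigenes called higher or lower in each comparison with TPM as deposited and after upper-quartile or median-of-ratios scaling; as deposited, 2277 were higher and 8551 lower in F tick than in H tick.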

The volcano plots were applied to demonstrate the overall gene expression profiles (Fig. 5). 

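The split into higher and lower unigenes follows the scale of the libraries. In the deposited TPM, 2277 unigenes are higher and 8551 lower in F tick than in H tick, 8536 higher and 3657 lower in M tick than in F tick, and 4702 higher and 3401 lower in H tick than in M tick. The median tested unigene shifts by a log2 of -0.70, 0.47 and 0.32 in these comparisons. Median-of-ratios scaling, which sets the typical unigene level, gives 3699 higher and 3655 lower, 7301 and 4856, and 2123 and 4541. Upper-quartile scaling gives 2960 and 4999, 7808 and 4356, and 2879 and 4079. Of the 2277 unigenes called higher in F tick than in H tick, 2272 stay called after median-of-ratios scaling, and of the 8551 lower ones 3655 do; none is called in the opposite direction. Saliva and cement genes such as DN38098_c1_g7 (log2 fold change of -10.01, adjusted p = 2.9e-07) lie far beyond the shift of the median. For starved against newly molted ticks the majority turns: 58.0% of the called unigenes are higher in H tick as deposited and 31.9% after median-of-ratios scaling.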

Differentially expressed genes (DEGs) were almost one third of the overall unigenes and the downregulated unigenes slightly outnumbered upregulated unigenes between each compared group (Additional file 7: Figure S1) indicating the three different states of *D. marginatus* female adults were experiencing significant physiological function shift which was in line with many ixodid transcriptome studies [18, 23, 49]. It is considered that H tick represents starved ticks that experienced 6 months non-feeding period exhausting its energy sources of lipid, carbohydrate, and protein, whereas M tick stands for newly molted ticks with a physiological status at its prime with many of the energy metabolism-related genes downregulated [18]. After mating, a *D. marginatus* female adult could ingest over 100-fold on its body weight in blood [35]. The blood meal is digested and the nutrients are transported and mostly used for embryogenesis [27]. Both blood-feeding and long-term starvation would cause significant differential gene expression.

**Fig. 5:**
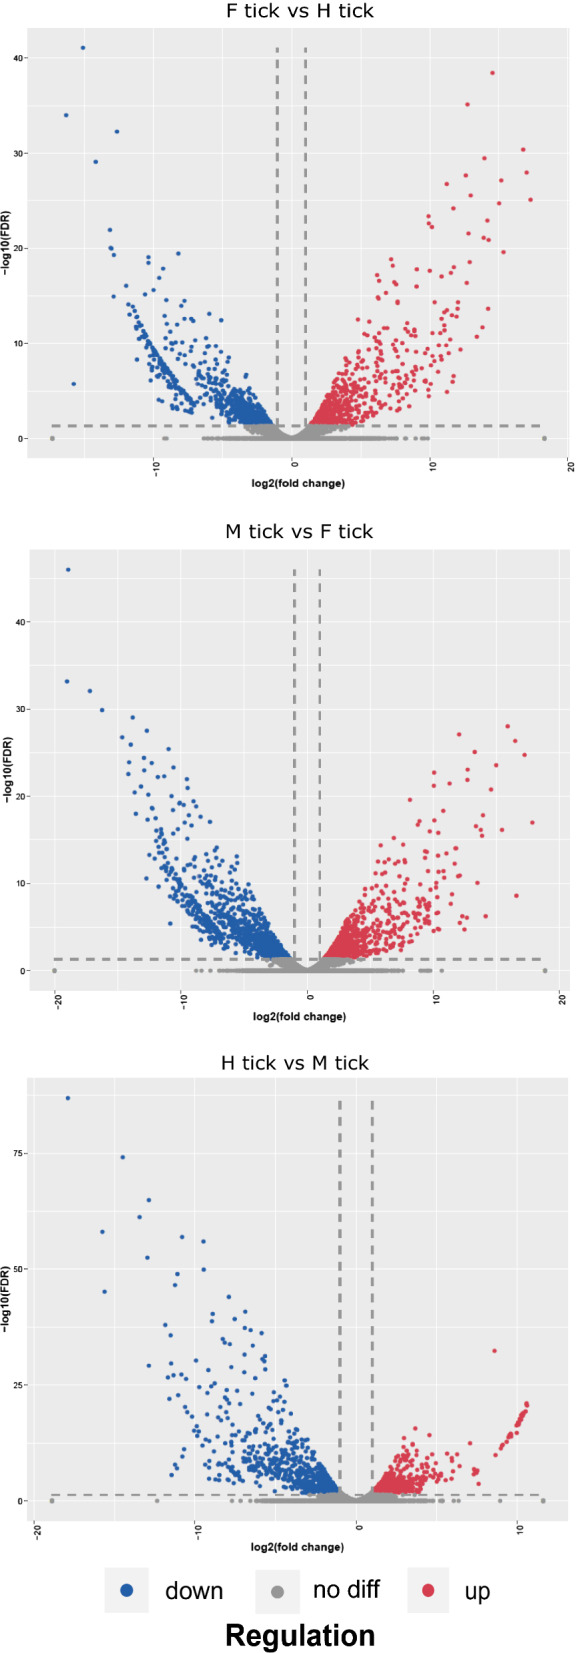
Scatter plots of the gene expression counts between groups. The X axis shows log2 fold-change that is plotted against the mean expression of each unigese of the two groups. Y axis is -log10 FDR value (Student’s t-test, *P* < 0.05) shown from 0 to 80. Every point represents one transcript. Differentially expressed transcripts having a fold change of > 1.5 and *P* < 0.05 (Student’s t-test) are represented by red and blue dots. Gray dots represent Genes not differentially expressed

For further interpretation of systemic functions, the *D. marginatus* dataset was mapped to KEGG pathways. The 15 pathways most enriched in specific stages of female adult ticks are presented in Fig. 6. 

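Lysosome and glycan-degrading enzymes rose with feeding. In F tick against H tick, the lysosome pathway (200 unigenes tested) has 73 higher and 31 lower (adjusted p = 1.5e-18 among the higher), other glycan degradation 24 higher and 2 lower (adjusted p = 9.9e-14) and insect hormone biosynthesis 24 higher and 1 lower (adjusted p = 4.9e-14). Glutathione metabolism, which serves detoxification, follows with 29 higher and 15 lower (adjusted p = 2.5e-06). Against M tick, the same lysosome pathway has 111 unigenes higher in F tick and 27 lower (adjusted p = 2.4e-15 among the called), the phagosome 45 and 15 (adjusted p = 0.0042) and protein processing in the endoplasmic reticulum 65 and 12 (adjusted p = 4.3e-05 among those higher in F tick). Of 203 pathways with at least 5 tested unigenes, 6 are enriched among the unigenes called between F tick and H tick, 15 between M tick and F tick and 9 between H tick and M tick (one-sided Fisher's exact test, Benjamini-Hochberg over the pathways, 3662 unigenes as background). Unigenes of a pathway are not independent of each other, and the test treats them so. Without F tick replicate 3, 1 pathway is enriched among the called unigenes of F tick and H tick and 18 among the higher ones.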

The significantly enriched pathways consisted of protein processing, glycan biosynthesis, lipid metabolism, detoxification, and defense responses.

**Fig. 6:**
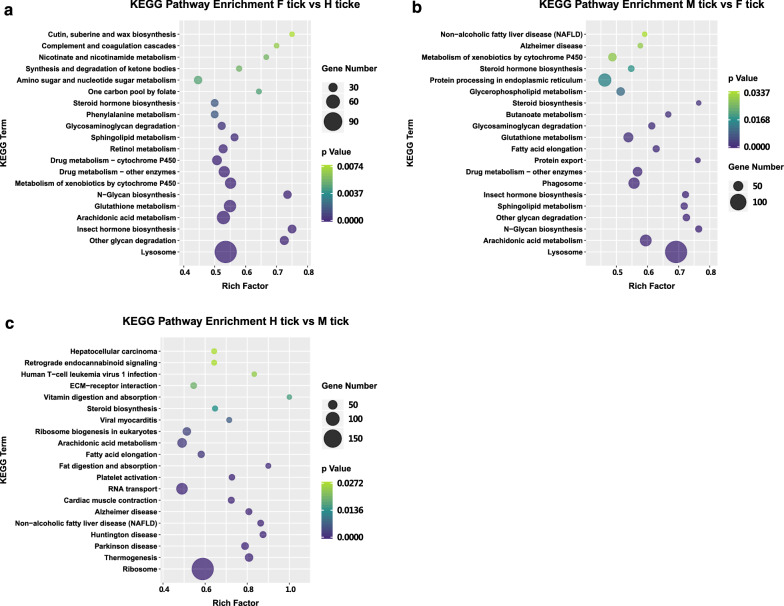
Significantly enriched KEGG pathways associated with blood-feeding and starvation. **a** Pathways enrichment between F tick and H tick. **b** Pathways enrichment between M tick and F tick. **c** Pathways enrichment between H tick and M tick. The top 20 most significant KEGG terms were illustrated for each compared pair. The X axis shows the rich factor that is the ratio of differentially expressed unigenes in a pathway term to all gene numbers annotated in the same pathway term. The bubbles represent the number of unigenes and the gradient coloration indicates the corrected *P*-value by the FDR method. Only pathways with *P* < 0.05 were shown

Currently it is accepted that proteins in the blood meal are the main source of nutrient for oviposition and the energy source for resisting long-term starvation [18, 19, 50]. Upregulated genes in the three stages potentially involved in protein metabolism are listed in Table 2 and Additional file 5: Table S5. Protein families of proteases, such as cysteine peptidases, aspartic endopeptidases, metallopeptidases and serine peptidases were significantly upregulated in the F tick group (Fig. 6a) suggesting that the proteolytic system was active [46]. 

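Yolk and digestive proteases of several classes stood high in F tick (n = 3 pools per group). The aspartic yolk cathepsin DN56458_c0_g1 had 139 ± 33.9 TPM in F tick, 0.050 ± 0.050 in H tick and 0.043 ± 0.038 in M tick, and the heme-binding aspartic proteinase DN36019_c4_g3 146 ± 86.9 TPM in F tick, 0.107 ± 0.0058 in H tick and 0.047 ± 0.064 in M tick. Cathepsin L DN40829_c0_g2, a cysteine protease, had 1254 ± 819 TPM in F tick, 141 ± 66.6 in H tick and 57.2 ± 14.4 in M tick (log2 fold change to H tick of 3.05, adjusted p = 8.8e-04); leucine aminopeptidase DN46003_c2_g5, a metallopeptidase, 126 ± 3.33 TPM in F tick, 21.8 ± 6.23 in H tick and 9.79 ± 0.917 in M tick (2.52, adjusted p = 1.2e-04); and the carboxypeptidase DN54491_c1_g1 65.2 ± 17.5 TPM in F tick and 0.033 ± 0.021 in H tick (5.96, adjusted p = 3.4e-06). A protease inhibitor, the serpin DN39339_c0_g3, rose as well (199 ± 23.9 TPM in F tick, 9.24 ± 3.80 in H tick and 16.0 ± 7.01 in M tick, a log2 fold change of 4.35, adjusted p = 4.2e-05). Not every protease is tied to the fed state: cathepsin L-like DN56942_c0_g1 had 441 ± 235 TPM in F tick and 427 ± 117 in H tick (log2 fold change of -0.10, adjusted p = 0.90), both above the 84.5 ± 18.7 of M tick. Among all 26 tested cathepsins, 9 rose and 3 fell in F tick against H tick (competitive set test with a preset correlation, adjusted p = 4.9e-06, and adjusted p = 0.17 with an estimated correlation); against M tick 20 were higher in F tick and 2 lower (adjusted p = 2.9e-10, and 0.11 with an estimated correlation). Of the 32 unigenes of Table 2, 14 are called higher in F tick, 6 in H tick and 1 in M tick, the same numbers when adjusted over the list alone; the study chose them on these libraries, so the counts are no independent evidence of direction. The cysteine proteinase DN42765_c0_g2, in the table with its highest mean in F tick, has 748 TPM in F tick replicate 3 and 1.82 and 0.750 in the others, and is not called.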

The results are quite similar to other transcriptome studies [22, 37]. The intracellular digestion of the proteins ingested with blood is performed by a group of lysosomal proteolytic enzymes that act sequentially and have been studied in detail in the family Ixodidae [27, 29, 51, 52]. It has been demonstrated that haemoglobin is the source of haem group for the development of the embryo in ixodids, and it is essential for a successful hatching of eggs spawned by engorged female ticks [22]. In the H tick group proteolysis enhanced, and pathways associated with diseases were underlined (Fig. 6c). 

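Starved ticks held more of a few proteases. Higher in H tick than in both other groups were DN35517_c1_g2 (listed at 0 in F tick, 69.9 ± 17.6 TPM in H tick and 14.7 ± 4.80 in M tick), DN56731_c0_g1 (0.597 ± 0.531 TPM in F tick, 17.2 ± 1.42 in H tick and 2.04 ± 1.40 in M tick) and the neprilysin-like DN54652_c0_g1, a membrane metallopeptidase (6.01 ± 6.51 TPM in F tick, 45.6 ± 12.1 in H tick and 6.32 ± 2.20 in M tick). For the last, the log2 fold changes were -3.15 in F tick against H tick (adjusted p = 0.0033) and 2.69 in H tick against M tick (adjusted p = 0.010). Gastricsin DN38987_c0_g3, a stomach protease of mammals, had 42.2 ± 7.50 TPM in H tick and was listed at 0 in the 6 other libraries; its best hit is the gerbil *Meriones unguiculatus*. The autophagy-related protein DN40035_c1_g1 had 3.39 ± 1.39 TPM in F tick, 9.07 ± 2.72 in H tick and 3.64 ± 0.430 in M tick (log2 fold change to M tick of 1.09, adjusted p = 0.043), and is called under neither upper-quartile nor median-of-ratios scaling. Disease pathways stood lower in H tick than in M tick. Parkinson disease has 6 higher and 23 lower of 37 tested unigenes (one-sided Fisher's exact test, adjusted p = 4.5e-04), Huntington disease 3 higher and 15 lower of 24 (adjusted p = 0.036) and thermogenesis 8 higher and 27 lower of 47 (adjusted p = 4.5e-04). Without nematode, mammal and bird best hits, the Parkinson disease pathway is not enriched (adjusted p = 0.98), and 4 pathways in place of 9 are.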

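Genes of the ribosome and of RNA handling stood higher in H tick than in M tick. The ribosome pathway has 190 higher and 30 lower of 319 tested unigenes (one-sided Fisher's exact test, adjusted p = 1.9e-20 among the called), RNA transport 86 higher and 8 lower (adjusted p = 3.6e-05), ribosome biogenesis 51 higher and 1 lower (adjusted p = 3.6e-04) and the spliceosome 85 higher and 4 lower (adjusted p = 0.033). The proteasome, which breaks down tagged proteins, has 26 higher and 0 lower of 43 (adjusted p = 0.022 among the higher) and aminoacyl-tRNA biosynthesis 26 higher and 0 lower (adjusted p = 0.030). Of 77 cytosolic ribosomal proteins with a tick best hit, 69 were higher and 1 lower in H tick, with a median log2 fold change of 1.85. Those with a nematode, mammal or bird best hit number 157, of which 90 are listed at 0 in some library, and 79 of the 157 were higher and 16 lower. Over all 270 tested cytosolic ribosomal proteins the set test gives an adjusted p of 1.7e-10 with the preset correlation (adjusted p = 0.48 with an estimated correlation). After median-of-ratios scaling 50 of the 77 tick ribosomal proteins are still higher in H tick, with a median of 1.28, while the spliceosome is not enriched (adjusted p = 0.88). RNA transport then has 57 higher and 13 lower (adjusted p = 4.6e-05) and ribosome biogenesis 33 and 1 (adjusted p = 0.035), while the proteasome with 6 and 1 and aminoacyl-tRNA biosynthesis with 9 and 0 are not enriched among the higher (adjusted p = 1.0 and 1.0). Pathways enriched among the higher number 8, and 3 under that scaling or without H tick replicate 2.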

In starvation, there was an upregulation of pathways related to transcription and translation processes that are energetically expensive. The result is in consistence with a previous study on *Dermacentor variabilis* Say [18]. It was probably caused by excessive consumption of nutrient substances so as to expend proteins in its cellular structure to maintain basic life support [18]. In the M tick group, pathways of steroid biosynthesis, protein export and N-Glycan biosynthesis were significantly enriched (Fig. 6b). 

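Protein export and N-glycan biosynthesis stood lower in M tick than in F tick. Of 21 tested protein export unigenes, 15 were lower in M tick and 2 higher (one-sided Fisher's exact test, adjusted p = 0.0042 among the called), and of 33 N-glycan unigenes 25 were lower and 1 higher (adjusted p = 3.8e-04). Steroid biosynthesis moved both ways, with 6 higher and 7 lower in M tick among 17 unigenes (adjusted p = 0.038). Thermogenesis, which groups mitochondrial respiration genes, has 31 higher and 2 lower of 47 (adjusted p = 0.0012). The mannosyl-oligosaccharide glucosidase DN34438_c0_g2, which trims N-glycans, shows the direction of the glycan pathway: 45.5 ± 23.1 TPM in F tick, 14.3 ± 2.27 in H tick and 5.08 ± 1.12 in M tick (n = 3 pools each, with a log2 fold change for M tick against F tick of -2.84, adjusted p = 2.2e-04). Thermogenesis has no enrichment without nematode, mammal and bird best hits (adjusted p = 0.64) and none among the called after median-of-ratios scaling (adjusted p = 0.71), and the pathways enriched among unigenes higher in M tick drop from 32 to 6.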

New adult ticks emerging from engorged nymphs have consumed their last meal taken in their nymphal state. Host blood components, especially hemoglobin, were digested, and subsequently biosynthesized for new proteins acting on hormones and chitin biosynthesis [53]. As tick experience long-term starvation, the energy sustaining life comes mainly from consumption of proteins in tick midgut [18, 54, 55].

**Table 2:** Selected differentially expressed unigenes putatively involved in protein metabolism after blood-feeding and long-term starvation

Predicted Function	Annotation	TPM F-tick	TPM H-tick	TPM M-tick	ANOVA (*P-*value)	Unigene
Proteinase	Midgut cysteine proteinase	250.11	105.93	9.57	0.02	DN42765
	Hypothetical protein	244.25	0.71	0.01	0	DN53495
	Conserved hypothetical protein	0	69.91	14.74	0	DN35517
	Putative serine protease	58.94	84.12	16.04	0	DN46725
	Midgut cysteine proteinase 2	139.38	142.84	27.02	0	DN40266
	Astricsin	0	42.25	0	0	DN38987
	Conserved hypothetical protein	0.60	17.25	2.04	0	DN56731
Metalloprotease	Leucine aminopeptidase	125.81	21.76	9.79	0	DN46003
	Conserved hypothetical protein	233.58	60.91	36.54	0	DN58308
	Astacin-like metallopeptidase	10.37	2.76	0.60	0	DN37813
	Neprilysin	6.01	45.58	6.32	0	DN54652
	Astacin-like metalloprotease	8.29	0.05	0.04	0	DN23285
	Membrane metallo-endopeptidase	11.90	0.19	0.27	0	DN54193
	Zinc metalloprotease	6.17	26.69	2.60	0	DN56686
Cathepsin L	Cathepsin L-like cysteine proteinase	441.24	427.17	84.50	0	DN56942
	Cathepsin L	1,254.14	141.31	57.16	0	DN40829
Cathepsin B	Cathepsin B endopeptidase	522.98	106.56	12.00	0	DN54757
	Cathepsin B	65.82	46.24	11.38	0	DN52552
Cathepsin C	Cathepsin C precursor	148.74	222.46	47.97	0	DN42108
Cathepsin D	Yolk cathepsin	138.57	0.05	0.04	0	DN56458
	Aspartic protease	58.94	0.30	0.04	0	DN33194
	Heme-binding aspartic proteinase	146.34	0.11	0.05	0	DN36019
	Aspartic protease	35.25	127.92	10.05	0	DN44103
Carboxypeptidase	Carboxypeptidase	3.50	0.08	23.44	0	DN57960
	Conserved hypothetical protein	65.18	0.03	0.00	0	DN54491
Serine protease inhibitor	Serine protease inhibitor 3	199.21	9.24	16.00	0	DN39339
	Serine protease inhibitor 17	178.14	9.03	24.05	0	DN54400
	Serine protease inhibitor 12	27.37	3.68	44.21	0	DN53734
	Kunitz/Bovine pancreatic trypsin inhibitor Domain protein	1,274.39	0.07	0.02	0	DN56779
Autophagy-related protein	Autophagy-related protein 16	3.39	9.07	3.64	0.04	DN40035
	Autophagy-related protein 9A	7.65	9.52	6.28	0.32	DN55372
	Autophagy-related protein 12	24.88	35.90	22.76	0.13	DN37604

TPM values are the mean of the three biological replicates analyzed from each physiological condition. Significance analysis was based on one-way ANOVA (*P* < 0.05). Full information on unigene names, TPM data, and other information see Additional file 5: Table S5

In invertebrates, lipids perform several functions including serving as constituents of cellular structures, hormones, energy, and play roles in egg production and metamorphosis [56, 57]. Lipid metabolism is of crucial importance in *D. marginatus*, approximately 150 unigenes annotated were identified with a putative function in lipid metabolism. We selected 49 unigenes that are differentially expressed in blood-feeding and starvation (Table 3, Additional file 5: Table S5). The KEGG pathway enrichment revealed that sphingolipid metabolism, synthesis and degradation of ketone bodies, steroid hormone biosynthesis, arachidonic acid metabolism were related to lipid metabolism after blood-feeding. 

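Several lipid pathways have many unigenes called between fed and starved ticks. In F tick against H tick arachidonic acid metabolism has 16 higher and 37 lower of 98 tested unigenes (one-sided Fisher's exact test, adjusted p = 0.025 among the called), a balance like that of all pathway unigenes, 435 higher and 950 lower. After median-of-ratios scaling it has 23 and 25 (adjusted p = 0.0034), and without F tick replicate 3 it is not enriched (adjusted p = 1.0). Sphingolipid metabolism has 14 higher and 5 lower of 34 (adjusted p = 3.0e-04 among the higher and 0.29 among the called) and steroid hormone biosynthesis 13 higher and 11 lower of 40 (adjusted p = 0.0084 and 0.10). Among the higher, scaling gives an adjusted p of 0.0043 for the former and 0.11 for the latter. For ketone bodies, 5 higher and 1 lower of 19 unigenes give an adjusted p of 0.30 among the higher. Against M tick, 19 sphingolipid unigenes were higher in F tick and 3 lower (adjusted p = 0.040, and 0.11 after scaling). Members with large differences are the phospholipase A2 DN56186_c2_g1, which frees fatty acids from membranes (195 ± 168 TPM in F tick, 29.0 ± 2.24 in H tick and 41.5 ± 6.95 in M tick, with a log2 fold change for F tick against H tick of 2.37, adjusted p = 0.0040), and gastric triacylglycerol lipase DN47082_c0_g1 (9.90 ± 8.77 TPM in F tick, 0.313 ± 0.474 in H tick and 0.820 ± 0.596 in M tick, a log2 fold change of 2.78, adjusted p = 0.0061).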

The unigene annotated as vitellogenin (DN57762) in the F tick group was significantly upregulated compared to both the H tick and M tick group. 

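The vitellogenin DN57762_c1_g1 had 3180.3 ± 2103 TPM in F tick, 0.060 ± 0.036 in H tick and 0.067 ± 0.040 in M tick (n = 3 pools each, with a log2 fold change to H tick of 11.32, adjusted p = 5.7e-07). Its F tick pools spread from 1338 to 5471 TPM. Unigenes with vitellogenin in their annotation divide, a list that takes in DN57762_c1_g1 and unigenes of the vitellogenin receptor. Of 23 tested, 13 rose and 1 fell in F tick against H tick, and 15 were lower and 0 higher in M tick than in F tick (set test with the preset correlation, adjusted p = 1.6e-10 and 2.9e-10, and adjusted p = 0.11 and 0.11 with an estimated correlation). Vitellogenin-B DN58267_c3_g1 had 301 ± 95.5 TPM in F tick, 336 ± 144 in H tick and 40.5 ± 56.2 in M tick, so that starved and fed ticks share a level above M tick (H tick against M tick, log2 fold change of 3.93, adjusted p = 0.0079, and for F tick against H tick -0.11, adjusted p = 0.95). Unigenes of the receptor that takes vitellogenin into the oocyte differ within F tick and not in one direction: DN56512_c0_g1 had 170.3 TPM in F tick replicate 3 and 1.00 and 0.520 in replicates 1 and 2, DN57162_c1_g1 16.6 against 3.26 and 1.84, and DN52005_c1_g2 9.91 against 51.1 and 14.8.

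**Figure D3:**
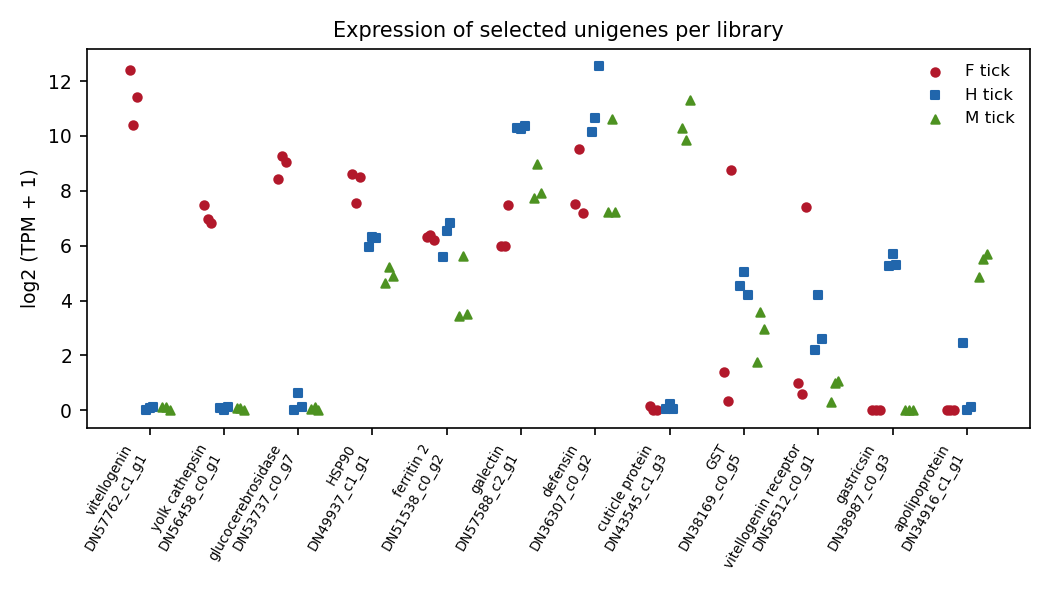
Expression of 12 unigenes in each of the 9 libraries as log2(TPM + 1); vitellogenin DN57762_c1_g1 averages 3180.3 TPM in F tick, and gastricsin DN38987_c0_g3 is listed at 0 outside H tick.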

Vitellogenin is essential for egg development and oviposition, and has been shown to play a role in heme sequestration [58, 59]. In *D. variabilis*, it has been demonstrated that Vg expression increases after engorgement and Vg is exclusively expressed in fat body and gut cells of vitellogenic females but not in the ovary [60]. 

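Apolipoproteins named as such stood highest in newly molted ticks. Apolipoprotein A-I DN34916_c1_g1, a carrier of lipid in vertebrate blood, was listed at 0 in F tick and had 1.52 ± 2.56 TPM in H tick and 41.3 ± 11.8 in M tick (n = 3 pools each, M tick against F tick, adjusted p = 1.4e-04). Apolipoprotein A-IV DN37679_c0_g1 was also listed at 0 in F tick, with 0.080 ± 0.114 TPM in H tick and 20.0 ± 5.06 in M tick (adjusted p = 2.0e-05). The best hits of both are sequences of the house mouse. Other lipoprotein unigenes of Table 3 are DN58114_c4_g1, with 46.5 ± 23.4 TPM in F tick, 19.1 ± 17.2 in H tick and 4.59 ± 2.82 in M tick (F tick against H tick, 1.54, adjusted p = 0.094, and for M tick against F tick -3.10, adjusted p = 0.0044), and DN38842_c0_g1, annotated as a low-density lipoprotein receptor-related protein, with 0.083 ± 0.091 TPM in F tick, 4.18 ± 4.02 in H tick and 0.473 ± 0.518 in M tick (F tick against H tick, -1.98, adjusted p = 0.020). The last is not called without H tick replicate 1 (-1.38) or after median-of-ratios scaling.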

Beside vitellogenin, several apolipoproteins belong to the low-density lipoprotein family were upregulated. Corresponding to the lipoprotein, the low-density lipoprotein receptor (LDLR) was upregulated as well during blood-feeding, which is the major cholesterol-carrying lipoprotein of plasma, acting to regulate cholesterol homeostasis in cells [61]. 

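Under low-density lipoprotein receptor, Table 3 lists 3 receptors and a chaperone, and the 3 receptors rose in F tick against H tick (n = 3 pools per group), while the receptor-related protein DN38842_c0_g1, listed under lipoproteins, fell (-1.98, adjusted p = 0.020). DN50871_c0_g1 had 18.4 ± 9.38 TPM in F tick, 0.287 ± 0.152 in H tick and 3.81 ± 2.40 in M tick (log2 fold change to H tick of 3.81, adjusted p = 4.4e-04, and for M tick against F tick -2.06, adjusted p = 0.0089). The lipophorin receptor DN55485_c0_g2, which takes up the main lipid carrier of the hemolymph, had 43.3 ± 18.3 TPM in F tick, 20.0 ± 3.18 in H tick and 9.58 ± 2.42 in M tick (1.01, adjusted p = 0.036, and for M tick against F tick -2.01, adjusted p = 0.0011). DN58047_c1_g1 was higher in F tick than in H tick (1.59, adjusted p = 0.0068), with 15.2 ± 2.27 TPM against 10.4 ± 3.25 in M tick (-0.55, adjusted p = 0.24). Boca-like DN56139_c0_g2, a chaperone of these receptors, had 29.8 ± 23.3 TPM in F tick and 21.9 ± 4.07 in H tick (0.17, adjusted p = 0.84). The difference of the lipophorin receptor to H tick lies at the threshold and is lost when any of 6 libraries is left out (lowest 0.69, without F tick replicate 1). The study chose these 4 unigenes on the same libraries.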

In ticks, the LDLR binds LDL and transports it into digestive cells [62]. It has been considered that arthropods lack the set of enzymes to synthesize cholesterol, so they are obliged to obtain cholesterol from their hosts [63]. 

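Cholesterol transport genes stood highest in F tick. Niemann-Pick type C1 DN34326_c0_g1, which moves cholesterol out of late endosomes, had 176 ± 121 TPM in F tick, 0.287 ± 0.112 in H tick and 0.033 ± 0.029 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 6.77, adjusted p = 3.3e-05). Niemann-Pick type C2 DN53284_c0_g1, its soluble partner, had 33.4 ± 3.29 TPM in F tick, 0.797 ± 0.382 in H tick and 8.31 ± 3.93 in M tick (4.28, adjusted p = 3.1e-05), and the high-density lipoprotein-binding protein DN55629_c1_g1 104 ± 13.5 TPM in F tick, 19.6 ± 2.13 in H tick and 4.93 ± 0.720 in M tick (2.34, adjusted p = 9.5e-05). Insulin induced protein DN55975_c0_g1 had 8.99 ± 2.04 TPM in F tick, 7.13 ± 0.753 in H tick and 13.8 ± 7.88 in M tick and is not called in any comparison (F tick against H tick, 0.28, adjusted p = 0.66, and for M tick against F tick 0.40, adjusted p = 0.50). Fatty acyl-CoA elongases, which lengthen fatty acids, were higher in F tick in DN57046_c2_g4 (2.86, adjusted p = 3.2e-04) and DN33724_c1_g1 (2.46, adjusted p = 1.1e-04). A further elongase, DN45177_c0_g1, is not called: its F tick mean rests on replicate 3, with 272 TPM against 9.87 and 24.1.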

The unigenes involved in cholesterol metabolism were insulin induced protein (DN55975), high-density lipoprotein (DN55629), Niemann-Pick type C1 (DN34326) and Niemann-Pick type C2 (DN53284) during blood-feeding, and their expression profile indicated lipid metabolism was very active in newly molted ticks. In non-ruminants, the INSIG1 gene modulates cholesterol metabolism, lipogenesis, and glucose homeostasis with a cellular localization on endoplasmic reticulum membrane [64]. High density lipoprotein transports diglyceride from the fat body cell into the hemolymph, and is involved in the transport of cholesterol from the gut into the hemolymph in insects [65, 66]. Niemann-Pick type C1 encodes a large membrane glycoprotein with mostly a late endosomal localization. Niemann-Pick type C2 encodes a small soluble lysosomal protein with high affinity binding to cholesterol. Both proteins are in intracellular regulation of cholesterol metabolism, and their efficiency determine the processing and utilization of endocytosed cholesterol [67]. 

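Of 5 unigenes under sphingolipid metabolism in Table 3, 3 were higher in F tick than in both other groups. The glucocerebrosidase DN53737_c0_g7, which splits glucosylceramide, had 495 ± 137 TPM in F tick, 0.210 ± 0.297 in H tick and 0.053 ± 0.042 in M tick (n = 3 pools each, with a log2 fold change to H tick of 8.66, adjusted p = 4.4e-07). A second glucocerebrosidase, DN35305_c1_g2, had 114 ± 86.5 TPM in F tick, 0.047 ± 0.057 in H tick and 0.263 ± 0.050 in M tick (6.16, adjusted p = 3.4e-04), and the sphingomyelin phosphodiesterase DN45324_c0_g1 17.5 ± 7.35 TPM in F tick, 0.127 ± 0.080 in H tick and 0.133 ± 0.074 in M tick (3.95, adjusted p = 9.7e-05). The sphingomyelin phosphodiesterase DN55541_c0_g1 had 6.38 ± 7.79 TPM in F tick, 22.1 ± 15.5 in H tick and 8.08 ± 2.82 in M tick (-1.88, adjusted p = 0.074). DN56056_c0_g2, a conserved hypothetical protein in Table 3, had 5.51 ± 6.28 TPM in F tick, 8.20 ± 3.52 in H tick and 1.59 ± 1.10 in M tick (-0.85, adjusted p = 0.32). The last pair is not called with all libraries and lower in F tick than in H tick without F tick replicate 3 (-2.72, adjusted p = 0.0071 and -1.61, adjusted p = 0.022). All 5 were picked for Table 3 on these libraries, so 3 of 5 higher in F tick is no independent evidence of direction.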

Many unigenes related to sphingolipid metabolism were upregulated after blood-feeding (Table 3). Sphingolipids are one of the major classes of eukaryotic lipids and were appreciated as components of the plasma membrane and as modulators of cell-cell interactions and cell recognition [68]. Other upregulated unigenes involved in lipid transport were the oxysterol-binding protein, hemelipoglycoprotein, fatty-acid binding protein, microsomal triglyceride transfer protein (Table 3), in which several were upregulated after long-term starvation. 

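Lipid carriers split between the fed and the starved state. Highest in F tick were the hemelipoglycoprotein DN45062_c0_g1, which carries heme and lipid in the hemolymph (1248 ± 355 TPM in F tick, 0.777 ± 1.06 in H tick and 0.503 ± 0.725 in M tick, n = 3 pools each, with a log2 fold change to H tick of 9.58, adjusted p = 1.6e-06), and the microsomal triglyceride transfer protein DN43048_c1_g2, which loads lipid onto lipoproteins (172 ± 41.5 TPM in F tick, 19.5 ± 3.20 in H tick and 5.56 ± 0.117 in M tick, a log2 fold change of 3.06, adjusted p = 3.2e-05). Highest in H tick was the oxysterol-binding protein DN54120_c0_g3 (14.8 ± 6.88 TPM in F tick, 48.9 ± 4.10 in H tick and 14.0 ± 1.70 in M tick, and for F tick against H tick -1.74, adjusted p = 0.0023, and for H tick against M tick 1.74, adjusted p = 0.0037). A further one, DN54199_c0_g1, was lower in F tick than in H tick (-1.96, adjusted p = 0.0030), with 14.1 ± 1.23 TPM in M tick. The lipid droplet-associated hydrolase DN48962_c0_g2 had 0.200 ± 0.167 TPM in F tick, 9.14 ± 4.31 in H tick and 0.447 ± 0.087 in M tick (H tick against M tick, 2.73, adjusted p = 0.0013). The fatty acid-binding protein DN48942_c0_g5 is abundant in all groups, with 1057 ± 599.8 TPM in F tick, 725 ± 100.0 in H tick and 358 ± 211 in M tick, and is not called (F tick against H tick, 0.31, adjusted p = 0.70). The fatty-acid and retinol-binding protein DN59148_c0_g1, with 6.56 ± 1.89 TPM in H tick and listed at 0 in the 6 other libraries, has its best hit in *Caenorhabditis elegans*. After median-of-ratios scaling DN54120_c0_g3 is called against M tick (1.19) and not against F tick (-0.87).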

Unlike absorption of lipids during blood-feeding, the female adult ticks undergoing long-term starvation were in steady consumption of lipid reserves [18]. Compared to newly molted and engorged ticks, starved ticks presented most of the genes downregulated regarding lipid metabolism, whereas, a number of genes related to hormone synthesis and wax formation were upregulated in the H tick and M tick groups indicating these genes might play a role in survival of *D. marginatus* during the off-host period.

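Of the 49 lipid unigenes in Table 3, 24 are called higher in F tick than in both other groups, 5 in H tick and 3 in M tick (25, 6 and 3 adjusted over the list alone). After median-of-ratios scaling the counts are 25, 2 and 3, and without F tick replicate 3 24, 9 and 4. They were chosen on these libraries and give no independent evidence of direction. The 3 in M tick include the apolipoproteins DN34916_c1_g1 and DN37679_c0_g1, with house mouse best hits. The 5 in H tick include DN59148_c0_g1, with a *Caenorhabditis elegans* best hit. Of the 3 unigenes listed under ecdysone synthesis, 2 were highest in starved ticks and 1 in fed ticks. The ecdysone-induced protein 75 DN40090_c2_g1, a nuclear receptor of the molting hormone pathway, had 4.98 ± 0.290 TPM in F tick, 36.0 ± 7.67 in H tick and 13.3 ± 2.48 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of -2.61, adjusted p = 1.1e-04, and for H tick against M tick 1.37, adjusted p = 0.0056), and DN38040_c0_g2 1.51 ± 0.778 TPM in F tick, 16.9 ± 6.71 in H tick and 6.71 ± 1.96 in M tick (-2.82, adjusted p = 4.9e-04 and 1.18, adjusted p = 0.043). DN38433_c0_g1 had 7.24 ± 4.72 TPM in F tick, 0.110 ± 0.052 in H tick and 0.023 ± 0.025 in M tick and is called higher in F tick than in both other groups (M tick against F tick, -2.81, adjusted p = 0.0016). Acyl-CoA reductases, which make the fatty alcohols of wax, divide by unigene. DN56552_c1_g1 had 2.68 ± 3.05 TPM in F tick, 2.25 ± 1.09 in H tick and 400.4 ± 181 in M tick (M tick against F tick, 6.98, adjusted p = 2.0e-05), while DN43844_c0_g1, with 47.3 ± 25.3 TPM in F tick, 1.04 ± 0.989 in H tick and 0.867 ± 1.26 in M tick, and 3 others were higher in F tick than in both other groups. In H tick the highest of the 6 is DN53780_c0_g2, with 12.3 ± 1.80 TPM against 2.82 ± 2.25 in F tick (-1.98, adjusted p = 0.0084) and 4.74 ± 1.21 in M tick (H tick against M tick, 1.22, adjusted p = 0.077). After median-of-ratios scaling neither ecdysone-induced unigene is called between H tick and M tick (0.82 and 0.66).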

**Table 3:** Selected differentially expressed unigenes putatively involved in lipid metabolism after blood-feeding and long-term starvation

Protein/Function	Annotation	TPM F-tick	TPM H-tick	TPM M-tick	ANOVA (*P-*value)	Unigene
Lipoprotein	Vitellogenin	3,180.28	0.06	0.07	0	DN57762
	Vitellogenin-B	301.42	336.42	40.48	0	DN58267
	Low-density lipoprotein receptor-related protein	0.08	4.18	0.47	0	DN38842
	*Ixodes scapularis* hypothetical protein	46.51	19.10	4.59	0	DN58114
	Apolipoprotein	0.00	0.08	19.97	0	DN37679
	Apolipoprotein	0.00	1.52	41.34	0	DN34916
LDL-receptor	Lipophorin receptor, putative	43.28	20.04	9.58	0	DN55485
	LDL-receptor class A domain-containing protein	15.24	4.61	10.37	0	DN58047
	LDL-receptor class A domain-containing protein	18.39	0.29	3.81	0	DN50871
	LDLR chaperone boca-like	29.84	21.93	7.41	0.01	DN56139
Acyl-CoA synthetase	Acyl-CoA synthetase family member	33.65	2.18	0.51	0	DN42480
	Acyl-CoA synthetase family member	0.12	14.37	33.01	0	DN56802
Cholesterol metabolism	Insilin induced protein	8.99	7.13	13.76	0.02	DN55975
	Putative high-density lipoprotein-binding protein	103.71	19.57	4.93	0	DN55629
	Fatty acyl-CoA elongase	62.53	7.57	8.65	0	DN57046
	Fatty acyl-CoA elongase, putative	47.18	7.82	14.56	0	DN33724
	Fatty acyl-CoA elongase, putative	101.92	22.09	93.38	0.01	DN45177
Niemann-Pick type C1	Niemann-Pick type C1 domain-containing protein	43.49	19.39	11.53	0	DN50927
	Putative Niemann-Pick type C1 domain-containing protein	35.83	6.11	18.27	0	DN34654
	Putative Niemann-Pick type C1 domain-containing protein	176.11	0.29	0.03	0	DN34326
Niemann-Pick type C2	Major epididymal secretory protein HE1, putative	33.38	0.80	8.31	0	DN53284
Hemelipoglycoprotein	Hemelipoglycoprotein precursor	1,247.69	0.78	0.50	0	DN45062
	Hemelipoglycoprotein precursor	5.69	0.21	1.22	0	DN58109
Lipid transporter	Predicted microsomal triglyceride transfer protein	171.76	19.53	5.56	0	DN43048
	Fatty-acid and retinol-binding protein 1	0.00	6.56	0.00	0	DN59148
	Lipid droplet-associated hydrolase	0.20	9.14	0.45	0	DN48962
Oxysterol-binding protein	Oxysterol-binding protein-related protein 2	14.81	48.91	13.96	0	DN54120
	Oxysterol-binding protein-related protein 9	7.03	28.49	14.11	0.01	DN54199
Fatty acid-binding protein	Fatty acid-binding protein	1,056.66	724.66	357.63	0	DN48942
Glycerol kinase	Lycerol kinase-like isoform X2	6.08	11.88	2.60	0.01	DN47773
	Mitochondrial-like acylglycerol kinase	8.20	14.71	3.36	0.01	DN50098
Sphingolipid metabolism	Putative shingomyelin phosphodiesterase	17.53	0.13	0.13	0	DN45324
	Sphingomyelin phosphodiesterase 4-like isoform X1	6.38	22.13	8.08	0.02	DN55541
	Putative beta-glucocerebrosidase	114.00	0.05	0.26	0	DN35305
	Putative beta-glucocerebrosidase	494.63	0.21	0.05	0	DN53737
	Conserved hypothetical protein	5.51	8.20	1.59	0.01	DN56056
Ecdysone synthesis	Ecdysone-induced protein 75	4.98	35.95	13.26	0	DN40090
	Ecdysone-induced protein 63F1	1.51	16.91	6.71	0	DN38040
	Conserved hypothetical protein	7.24	0.11	0.02	0	DN38433
Phospholipase	Phospholipase A2 precursor, putative	36.94	0.08	0.13	0	DN31517
	Phospholipase A2 precursor, putative	194.59	29.04	41.49	0	DN56186
Gastric triacylglycerol lipase	Gastric triacylglycerol lipase, putative	9.9	0.31	0.82	0	DN47082
	Gastric triacylglycerol lipase, putative	26.2	7.34	0.93	0	DN52640
Cuticular wax formation	Acyl-CoA reductase, putative	2.68	2.25	400.44	0	DN56552
	Acyl-CoA reductase, putative	24.53	0.22	0	0	DN52493
	Acyl-CoA reductase, putative	23.75	0.03	0	0	DN43844
	Acyl-CoA reductase, putative	27.14	0.91	0.02	0	DN51418
	Acyl-CoA reductase, putative	47.33	1.04	0.87	0	DN43844
	Acyl-CoA reductase, putative	2.82	12.26	4.74	0	DN53780

TPM values are the mean of the three biological replicates analyzed from each physiological condition. Significance analysis was based on one-way ANOVA (*P* < 0.05). Full information on unigene names, TPM data, and other information see Additional file 5: Table S5

Carbohydrates, as proteins and lipids ingested with host blood, are the essential nutrients for ticks. A recent study demonstrated the major pathways involved in carbohydrate metabolism with details indicating blood glucose is an important nutrient for *I. scapularis* [20]. In the *D. marginatus* transcriptome analyzed in this study, several carbohydrases, carbohydrate transporters and cuticular proteins were identified (Table 4, Additional file 5: Table S5). 

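Sugar-handling unigenes of Table 4 split by state as a count of 4 higher in F tick than in both other groups, 2 in H tick and 1 in M tick among 10 listed under carbohydrate metabolism. All 4 under mannose metabolism are higher in F tick, as the phosphomannomutase DN49511_c2_g3 (55.5 ± 14.6 TPM in F tick, 14.2 ± 1.59 in H tick and 4.64 ± 1.81 in M tick, n = 3 pools each, with a log2 fold change for F tick against H tick of 1.86, adjusted p = 0.0017) and the guanyltransferase DN47789_c0_g1, which makes activated mannose (99.6 ± 21.6 TPM in F tick, 39.3 ± 2.92 in H tick and 10.3 ± 1.64 in M tick, and for M tick against F tick -3.14, adjusted p = 1.7e-05). Of 5 unigenes under carbohydrate transport, all have their highest mean in H tick and 3 are called higher there than in both other groups, as the sodium-dependent glucose transporter DN43028_c0_g1 (0.843 ± 0.320 TPM in F tick, 7.65 ± 2.04 in H tick and 0.360 ± 0.265 in M tick, and for H tick against M tick 2.66, adjusted p = 0.0010). The sucrase-isomaltase-like DN57119_c2_g1, which splits disaccharides, is highest in M tick (0.207 ± 0.146 TPM in F tick, 2.16 ± 0.222 in H tick and 8.15 ± 1.74 in M tick, and for M tick against F tick 2.91, adjusted p = 1.5e-04). Over the whole of Table 4, 51 distinct unigenes with the cuticle proteins, 12 are higher in F tick, 9 in H tick and 16 in M tick, the same numbers when adjusted over the list alone; the study chose them on these libraries, which makes the counts no independent evidence of direction.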

Up to 55 unigenes on carbohydrate metabolism were differentially expressed (35 in the F tick group, 9 in the H tick group and 11 in the M tick group), covering biological processes such as carbohydrate phosphorylation, protein glycosylation, glycogen catabolic process, galactose metabolic process. The results indicated that the upregulated unigenes encoding carbohydrate-metabolizing enzymes were similar with the genes identified in the transcriptomes of *Ixodes ricinus* Linnaeus [17], *Haemaphysalis flava* Neumann [37], *D. variabilis* [69], and the argasids *Ornithodoros moubata* Murray [46] and *Ornithodoros erraticus* Neumann [63]. According to the annotations, the upregulated unigenes were associated with the metabolism and transport of several carbohydrates including glucose, fructose, mannose, galactose, maltose, idose, malate, and chitin (Table 4).

**Table 4:** Selected differentially expressed unigenes putatively involved in carbohydrate metabolism after blood-feeding and long-term starvation

Protein/Function	Annotation	TPM F-tick	TPM H-tick	TPM M-tick	ANOVA (*P-*value)	Unigene
Carbohydrate metabolism	Glycosyl hydralase, sucrase-isomaltase, putative	62.30	0.75	1.67	0	DN53826
	Alpha-L-fucosidase, putative	18.85	6.80	0.56	0	DN57768
	Beta-N-acetylhexosaminidase, putative	16.00	1.29	2.47	0	DN48906
	Beta-glucuronidase-like isoform X1	31.56	1.90	6.15	0	DN55789
	Poly (ADP-ribose) glycohydrolase-like isoform X3	3.15	8.91	4.75	0.06	DN48563
	Glucosidase II, putative	39.01	23.50	5.26	0	DN51547
	Glucose 6-phosphate dehydrogenase isoform C	22.75	66.04	34.30	0.02	DN56097
	Sucrase-isomaltase, intestinal-like	0.21	2.16	8.15	0	DN57119
	Alpha-L-iduronidase-like isoform X1	0.01	5.44	0.32	0	DN34070
	6-phosphofructo-2-kinase/fructose 2,6-bisphosphatase, putative	3.74	14.96	5.12	0.01	DN57996
Mannose metabolism	Mannosyl-oligosaccharide glucosidase, putative	45.53	14.34	5.08	0	DN34438
	Phosphomannomutase, putative	55.46	14.18	4.64	0	DN49511
	Mannose-1-phosphate guanyltransferase beta-like	99.60	39.29	10.32	0	DN47789
	Mannose-binding endoplasmic reticulum-golgi intermediate compartment lectin	160.77	41.80	8.51	0	DN36723
Galactose metabolism	Glycosyl hydralase, sucrase-isomaltase, putative	62.30	0.75	1.67	0	DN53826
	*Ixodes scapularis* Beta-galactosidase precursor, putative	37.86	5.82	0.40	0	DN53710
	Beta-1,4-N-acetylgalactosaminyltransferase bre-4-like	0.01	7.36	3.04	0	DN52083
	Galectin, putative	101.18	1,262.29	317.33	0	DN57588
Carbohydrate transport	UDP-galactose transporter, putative	8.55	21.71	8.43	0.13	DN52272
	Oxoglutarate/malate carrier protein, putative	6.33	44.22	6.32	0	DN57072
	Sodium-dependent glucose transporter, putative	0.84	7.65	0.36	0	DN43028
	Solute carrier family 2, facilitated glucose transporter Member 10-like	6.27	19.39	1.57	0	DN56465
	Sugar transporter, putative	1.99	12.64	1.20	0	DN52986
Chitin binding protein	Cuticular protein, putative	1.39	3.73	1,053.67	0	DN35205
	Cuticular protein, putative	0.10	27.47	113.61	0	DN57895
	Cuticular protein, putative	0.14	27.03	380.74	0	DN41881
	Peritrophin A, putative	33.01	4.28	250.60	0	DN52544
	Cuticular protein, putative	1.41	74.29	4.48	0	DN45546
	Hypothetical protein X975_15305	2.67	58.72	59.54	0	DN35800
	Salivary mucin	8.35	62.56	98.37	0	DN48751
	Conserved hypothetical protein	29.27	2.97	15.17	0	DN55376
	Peritrophin A, putative	43.35	2.96	17.71	0	DN44759
	Peritrophin A, putative	32.29	421.29	198.20	0	DN57787
	Hypothetical protein	130.84	26.98	80.95	0.03	DN46721
Cuticle protein	Structural constituent of cuticle, putative	0.04	0.09	1,571.25	0	DN43545
	Conserved hypothetical protein	0.01	0.05	133.71	0	DN54086
	Cuticle protein, putative	125.92	3.26	255.44	0	DN44745
	Conserved hypothetical protein	1.78	0.23	230.19	0	DN52842
	Peritrophic membrane chitin binding protein, putative	32.02	0.00	0.15	0	DN57209
	Calphotin-like	0.03	17.80	424.74	0	DN37939
	Structural constituent of cuticle, putative	0.00	0.78	271.20	0	DN35945
	Cuticle protein, putative	166.79	0.00	0.39	0	DN49371
	Cuticular protein, putative	2.28	0.18	268.89	0	DN55649
	Cuticle protein, putative	0.01	0.11	104.18	0	DN50628
	Cuticle protein, putative	4,618.14	3.97	5.64	0	DN49371
	Conserved hypothetical protein	1.78	0.23	230.19	0	DN52842
	Cuticular protein	0.87	391.58	1,332.75	0	DN49929
	Cuticle protein, putative	0.79	153.69	230.33	0	DN39452
	Cuticular protein, putative	11.83	0.19	40.79	0	DN51261
	Cuticle protein, putative	125.92	3.26	255.44	0	DN44745
	Cuticular protein, putative	0.22	209.83	68.04	0	DN55323
	Cuticular protein, putative	2.36	2.31	39.73	0	DN52617
	Cuticular protein-like protein	7.12	2.89	55.46	0	DN54351
	Cuticle protein	3,195.63	128.25	2,513.73	0	DN46667

TPM values are the mean of the three biological replicates analyzed from each physiological condition. Significance analysis was based on one-way ANOVA (*P* < 0.05). Full information on unigene names, TPM data, and other information see Additional file 5: Table S5

In the F tick group, most upregulated unigenes on carbohydrate metabolism were glycosyl hydrolase (DN53826), mannose-binding lectin (DN36723), beta-galactosidase (DN53710), and α-L-fucosidase (DN57768). 

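Of these enzymes the glycosyl hydrolase DN53826_c1_g2 differed most between F tick and H tick, with 62.3 ± 20.6 TPM in F tick, 0.747 ± 0.360 in H tick and 1.67 ± 0.580 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 5.14, adjusted p = 1.3e-05, and for M tick against F tick -4.53, adjusted p = 2.1e-05). The mannose-binding lectin DN36723_c1_g1, by its annotation a cargo receptor between endoplasmic reticulum and Golgi, had 161 ± 60.2 TPM in F tick, 41.8 ± 8.22 in H tick and 8.51 ± 1.39 in M tick (1.87, adjusted p = 0.0016 and -4.03, adjusted p = 1.6e-05). The beta-galactosidase DN53710_c0_g2 had 37.9 ± 22.5 TPM in F tick, 5.82 ± 2.46 in H tick and 0.397 ± 0.129 in M tick (2.41, adjusted p = 0.0027 and -4.64, adjusted p = 5.8e-05). Lysosomal glycosidases moved with them: beta-glucuronidase DN55789_c0_g1 was 31.6 ± 6.15 TPM in F tick and 1.90 ± 0.201 in H tick (3.48, adjusted p = 1.6e-04), and beta-N-acetylhexosaminidase DN48906_c0_g1 16.0 ± 8.79 and 1.29 ± 0.402 (2.79, adjusted p = 7.8e-04). All 5 stay called against H tick with each library left out.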

Glycosyl hydrolase is a kind of enzyme that hydrolyzes glycosidic bonds, and plays an important role in the hydrolysis and synthesis of glycoconjugates and glycosidic compounds [70]. In invertebrate mannose-binding lectin was related to specific pattern recognition of the complement system *via* activation of the lectin pathway [71, 72]. β-galactosidase is widely found in various animals, plants and microorganisms that hydrolyses the β-glycosidic bond formed between a galactose and its organic moiety [20, 63]. The data on a digestive α-L-fucosidase activity of *Amblyomma cajennense* Fabricius were described in a study and a plausible inference was present that the upregulation of the gene was probably related to removal of fucose produced by microorganisms in tick gut [73, 74]. 

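The α-L-fucosidase DN57768_c3_g2, which removes fucose from glycans, had 18.8 ± 10.0 TPM in F tick, 6.80 ± 1.46 in H tick and 0.563 ± 0.206 in M tick (n = 3 pools each). H tick stood above M tick (log2 fold change of 2.31, adjusted p = 0.0034) and F tick further above M tick (M tick against F tick, -3.54, adjusted p = 1.6e-04). Between F tick and H tick the log2 fold change was 1.23, adjusted p = 0.039. That last call ends when any of 8 libraries is left out, with the smallest value, 0.86, without F tick replicate 2.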

In our study, the α-L-fucosidase was over-expressed both in the F tick and H tick group.

In the H tick group, most upregulated unigenes on carbohydrate metabolism were galectin (DN57588), glucose 6-phosphate dehydrogenase (DN56097) and 6-phosphofructo-2-kinase/fructose 2,6-bisphosphatase (DN57996). 

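Galectin DN57588_c2_g1, a sugar-binding protein, is among the abundant unigenes of starved ticks, with 101 ± 67.3 TPM in F tick, 1262 ± 45.8 in H tick and 317 ± 159 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of -3.82, adjusted p = 2.2e-04, and for H tick against M tick 2.10, adjusted p = 0.0080). Glucose 6-phosphate dehydrogenase DN56097_c2_g5 was lower in F tick than in H tick, with 22.8 ± 19.2 TPM in F tick, 66.0 ± 5.00 in H tick and 34.3 ± 6.13 in M tick (-1.81, adjusted p = 0.016), and its difference between H tick and M tick is not called (0.94, adjusted p = 0.18). The bifunctional kinase and phosphatase of fructose 2,6-bisphosphate, DN57996_c5_g1, had 3.74 ± 1.46 TPM in F tick, 15.0 ± 3.38 in H tick and 5.12 ± 0.989 in M tick (-1.77, adjusted p = 0.0027 and 1.37, adjusted p = 0.014). Also higher in H tick than in both other groups were the α-L-iduronidase-like DN34070_c0_g1 (5.44 ± 3.75 TPM, and for H tick against M tick 2.12, adjusted p = 0.012) and the N-acetylgalactosaminyltransferase DN52083_c1_g1 (7.36 ± 1.39 TPM and 1.06, adjusted p = 0.043). After median-of-ratios scaling the dehydrogenase is not called (-0.93 to H tick) and DN57996_c5_g1 is called in neither comparison (-0.99 and 0.85). The transferase is then not called between H tick and M tick (0.58).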

Galectins are a glycan-binding superfamily protein (lectins) that plays an important role in insect and tick development, interaction with pathogens, and the innate immune system by recognizing repeating saccharide units found on microbial surface glycoproteins in immunity, respectively [75, 76]. Glucose 6-phosphate dehydrogenase (G6PDH) is a NADPH-producing enzyme that was of critical role in the oxidative stage of the pentose phosphate pathway [77]. A study on *R. microplus* G6PDH showed four transcripts differentially expressed in engorged and/or unfed adults in which G6PDH-D showed upregulation as the one found in this study [78]. The 6-phosphofructo-2-kinase/fructose 2, 6-bisphosphatase (PFK-2/FBase-2) is a bifunctional enzyme that catalyzes either the synthesis (PFK-2 activity) or the degradation (FBase-2 activity) of fructose-2, 6-bisphosphate [79]. The results revealed that upregulation of PFK-2/FBase-2 in H tick after long-term starvation might be related to fructose-2, 6-bisphosphate.

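Chitin-binding unigenes of M tick include the cuticular proteins DN35205_c0_g1, with 1.39 ± 1.10 TPM in F tick, 3.73 ± 0.763 in H tick and 1054 ± 588 in M tick (n = 3 pools each, with a log2 fold change for M tick against F tick of 8.70, adjusted p = 4.8e-06), and DN41881_c0_g5, with 0.140 ± 0.242 TPM in F tick, 27.0 ± 9.23 in H tick and 381 ± 224 in M tick (8.15, adjusted p = 5.2e-06, and for H tick against M tick -3.55, adjusted p = 0.0013). Peritrophin A DN52544_c0_g1, of the sheet that lines the midgut, had 33.0 ± 22.3 TPM in F tick, 4.28 ± 1.39 in H tick and 251 ± 149 in M tick (H tick against M tick, -5.42, adjusted p = 5.4e-04). A starved exception is the cuticular protein DN45546_c2_g1, with 1.41 ± 2.12 TPM in F tick, 74.3 ± 35.4 in H tick and 4.48 ± 0.382 in M tick (3.68, adjusted p = 0.0015). Of the 11 chitin-binding unigenes in Table 4, 4 are higher in M tick than in both other groups, 1 in H tick and 0 in F tick, and 6 are called against a single group or fit no such pattern; they were picked on these libraries.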

In the M tick group, most of the unigenes related to carbohydrate as energy were not significantly upregulated, while unigenes on chitin synthesis and binding were significantly upregulated (Table 4). 

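The table of unigenes holds the same number for each Pfam domain, and 29 of either 30 could be tested. With the chitin-binding domain of cuticle proteins (PF00379), 18 unigenes were higher in M tick than in both other groups, 4 in F tick and 1 in H tick. With the peritrophic domain (PF01607), 12 were higher in M tick, 1 in F tick and 1 in H tick, and 12 were called in a comparison without standing above both other groups. The highest mean lies in M tick for 22 unigenes of the former domain and 20 of the latter. Among the former is DN37939_c0_g3, listed in Table 4, with 0.027 ± 0.046 TPM in F tick, 17.8 ± 2.67 in H tick and 425 ± 103 in M tick (n = 3 pools each, with a log2 fold change for M tick against F tick of 8.66, adjusted p = 1.0e-07).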

In the transcriptome of *D. marginatus*, up to 30 unigenes were matched with PF00379 domain and another 30 unigenes were matched with PF01607 in the Pfam database. These two chitin binding domains were generally found in arthropods [80]. 

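Some cuticle genes abundant in M tick are all but silent in the other groups. DN43545_c1_g3, a structural constituent of cuticle, had 0.043 ± 0.075 TPM in F tick, 0.087 ± 0.081 in H tick and 1571 ± 851 in M tick (n = 3 pools each, with a log2 fold change for M tick against F tick of 10.43, adjusted p = 2.0e-07), and DN35945_c0_g1 was listed at 0 in F tick and had 0.777 ± 0.145 TPM in H tick and 271 ± 119 in M tick (adjusted p = 4.4e-07). DN49929_c0_g1 kept an intermediate level in starved ticks, with 0.873 ± 1.20 TPM in F tick, 392 ± 80.8 in H tick and 1333 ± 651 in M tick (F tick against H tick, -7.87, adjusted p = 7.0e-06). Fed ticks have cuticle genes of their own: DN49371_c0_g1, at 4618 ± 1803 TPM in F tick, 3.97 ± 1.61 in H tick and 5.64 ± 2.66 in M tick, leads among them (9.82, adjusted p = 7.9e-07), and DN46667_c0_g2 is shared by fed and newly molted ticks, with 3196 ± 989 TPM in F tick, 128 ± 110.4 in H tick and 2514 ± 2167 in M tick (4.91, adjusted p = 5.6e-04, and for H tick against M tick -4.24, adjusted p = 0.0021). Over all 52 tested cuticle proteins, 36 were higher and 6 lower in M tick than in F tick (set test with the preset correlation, adjusted p = 4.7e-06, and adjusted p = 0.48 with an estimated correlation), and 33 lower and 7 higher in H tick than in M tick (adjusted p = 3.2e-13, and 0.48 with an estimated correlation). Between F tick and H tick, 10 were higher and 16 lower (adjusted p = 0.49).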

The majority of them annotated as structural constituent of cuticle, peritrophic membrane chitin binding protein, and conserved hypothetical protein were upregulated in the M tick group, and the highly expressed unigenes were cuticular proteins indicating that *D. marginatus* female adult shortly after completion of metamorphism were highly expressed, while the functional annotations of these proteins were inadequate. The chitin binding peritrophic-A domain (PF01607: CBM14) may be involved in formation and maintenance of peritrophic membrane [81] (Table 4, Additional file 5: Table S5). The peritrophic membrane is considered having the function of protecting microvilli of midgut epithelial cells from mechanical damage, pathogens and toxic substances, and acts as a semipermeable barrier allowing transport of small molecules and nutrients [82]. The structure of tick peritrophic membrane has been described in *I. scapularis* [83], *I. ricinus* [84], *Haemaphysalis longicornis* Neumann [85] and *Ixodes dammini* Spielman [86]. The chitin-binding cuticular protein (PF00379) includes an amino acid motif which functions to bind chitin, but the protein shows no sequence similarity to the known chitin-binding domain (PF01607: CBM14) found in chitinases and some peritrophic membrane proteins [80]. Cuticular protein comprises highly organized structural products that is formed as a layered and extracellularly secreted protein from the epidermis of insects [87]. The upregulated unigenes encoding cuticular proteins in newly molted ticks could be related to sclerotization and melanin formation of the tick surface cuticle, as a previous report has described at length that the two process may occur in concert in insects [88].

Ticks own effective defense mechanisms to protect from pathogenic microorganisms and to maintain the intestinal microbiota at a tolerable level [89]. In the *D. marginatus* transcriptome, 13 upregulated unigenes were among 27 unigenes annotated with immune functions putatively encoding defensins, lysozyme, alpha-macroglobulin, and hemolectin (Table 5, Additional file 5: Table S5). 

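Immune genes peak in every state. Examples are the defensin-like DN33990_c0_g1 in F tick (76.6 ± 72.6 TPM in F tick, 8.28 ± 4.64 in H tick and 2.10 ± 1.44 in M tick, n = 3 pools each, with a log2 fold change to H tick of 2.77, adjusted p = 0.0092), lysozyme DN43837_c1_g3, which breaks bacterial walls, in H tick (30.2 ± 17.5 TPM in F tick, 105 ± 29.8 in H tick and 10.4 ± 7.08 in M tick, and for H tick against M tick 3.38, adjusted p = 0.0025) and the defense protein DN44863_c0_g1 in M tick (8.27 ± 2.53 TPM in F tick, 1.99 ± 0.125 in H tick and 123 ± 61.3 in M tick, and for M tick against F tick 3.66, adjusted p = 8.9e-05). Of the 13 immune unigenes in Table 5, 5 are higher in F tick than in both other groups, 2 in H tick and 3 in M tick (5, 3 and 3 adjusted over the list alone). The study picked them on the same libraries, and their directions are no independent evidence. Lysozyme DN54894_c0_g1, with 24.6 ± 17.8 TPM in F tick, 18.7 ± 3.96 in H tick and 51.0 ± 23.1 in M tick, is called in no comparison. After median-of-ratios scaling none of the 13 is higher in H tick than in both other groups, since the calls of both lysozyme-group unigenes against F tick end.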

Regarding defensins, there were upregulations shown in all three states of *D. marginatus* transcriptome data. 

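Some defensins stood highest in fed ticks and others in newly molted ticks. In F tick hebraein DN38627_c0_g1, an antimicrobial peptide of tick hemolymph, had 405 ± 464 TPM in F tick, 10.3 ± 6.12 in H tick and 32.8 ± 43.0 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 4.64, adjusted p = 0.019), with 936 TPM in replicate 2. In M tick the defensin DN37748_c0_g2, a match to *D. marginatus* itself, had 21.7 ± 26.3 TPM in F tick, 15.0 ± 3.69 in H tick and 125 ± 30.2 in M tick (M tick against F tick, 3.19, adjusted p = 0.0061), and DN51960_c0_g4 0.607 ± 1.05 TPM in F tick, 0.207 ± 0.106 in H tick and 76.6 ± 46.0 in M tick (5.51, adjusted p = 1.3e-04). Microplusin-like DN42974_c1_g2, a copper-binding peptide, separates the fed from the unfed ticks: 8.32 ± 11.9 TPM in F tick, 73.6 ± 12.4 in H tick and 179 ± 124 in M tick (F tick against H tick, -3.87, adjusted p = 0.0052, and for H tick against M tick -1.06, adjusted p = 0.37). By group, 2 of the 7 listed defensins are higher in F tick than in both other groups, 0 in H tick and 3 in M tick. Hebraein DN38627_c0_g1 is not called against H tick without F tick replicate 2 (3.68) or H tick replicate 1 (4.06).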

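Hebraein DN36307_c0_g2 is listed in every library, with means of 352 ± 327 TPM in F tick, 2888 ± 2643 in H tick and 619 ± 814 in M tick (n = 3 pools each). Starved pools gave 1141, 1595 and 5929 TPM, and M tick replicate 2 reached 1559 where the other M tick pools have 149.9 and 147. The log2 fold change is -3.03, adjusted p = 0.036, for F tick against H tick and 2.76, adjusted p = 0.063, for H tick against M tick. The first is not called when any of 5 libraries is left out (smallest -2.32, without H tick replicate 3) nor after median-of-ratios scaling (-2.12). Without M tick replicate 2 the second is called.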

The most highly expressed defensin was DN36307 (TPM: 2888.17) in the H tick group. Defensin is an antibacterial peptide that is the major components of innate immunity in ticks and protect ticks from gram-negative, gram-positive bacteria, and plasmodium [90–92]. Lysozymes are effective peptides which play a role in carbohydrate digestion suppressing the proliferation of Gram-negative bacteria in the midgut [93]. Alpha-macroglobulin plays an important role in phagocytosis of microbes, and may specifically be involved in phagocytosis of a certain genus of microbes in ticks [94]. 

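The α-macroglobulin DN48632_c1_g2, a protein that traps proteases, had 80.0 ± 46.3 TPM in F tick, 9.26 ± 2.29 in H tick and 5.26 ± 4.06 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 2.87, adjusted p = 0.0019, and for M tick against F tick -3.75, adjusted p = 3.5e-04). DN55988_c0_g1, the second in Table 5, had 28.0 ± 20.2 TPM in F tick, 0.980 ± 0.596 in H tick and 3.19 ± 4.30 in M tick (3.46, adjusted p = 0.012 and -2.85, adjusted p = 0.025), with 4.64 TPM in F tick replicate 3 and 39.5 and 39.9 in replicates 1 and 2. Its difference from M tick is lost without any of 4 libraries (smallest -2.24, without M tick replicate 1).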

Several α-macroglobulins were upregulated in the F tick group after blood-feeding indicating the ticks were trying to control microbial populations in the system. Besides α-macroglobulins, a hemolectin was upregulated in F tick group which is a major clotting factor in insects [95, 96], and also has a function help insect immune system against bacterial infection [97].

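Hemolectin DN58201_c3_g1 stood at 9.64 ± 3.26 TPM in F tick, 1.61 ± 0.978 in H tick and 0.200 ± 0.111 in M tick (n = 3 pools each), above H tick by a log2 fold change of 2.06, adjusted p = 0.0044, and above M tick (M tick against F tick, -3.10, adjusted p = 3.7e-04). Both calls hold with each library left out, and H tick against M tick is not called (1.04, adjusted p = 0.092).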

**Table 5:** Selected differentially expressed unigenes putatively involved in defense response and antioxidant response after blood-feeding and long-term starvation

Protein/Function	Annotation	TPM F-tick	TPM H-tick	TPM M-tick	ANOVA (*P-*value)	Unigene
Defensin	Hebreain	404.98	10.32	32.75	0	DN38627
	Hebreain	352.36	2,888.17	618.80	0	DN36307
	Antimicrobial peptide microplusin	8.32	73.65	178.51	0	DN42974
	Defensin	21.66	14.95	124.77	0	DN37748
	Putative defense protein 3-like protein	76.62	8.28	2.10	0	DN33990
	Putative defense protein 1	8.27	1.99	123.46	0	DN44863
	Conserved hypothetical protein	0.61	0.21	76.55	0	DN51960
Alpha-macroglobulin	Alpha-macroglobulin, putative	80.00	9.26	5.26	0	DN48632
	Alpha-macroglobulin, putative	28.02	0.98	3.19	0	DN55988
Lysozyme	Lysozyme	30.22	104.76	10.41	0	DN43837
	Lysozyme, putative	24.63	18.74	51.02	0.01	DN54894
	Gamma-interferon inducible lysosomal thiol reductase	1.89	25.10	1.06	0	DN37451
Hemolectin	Hemolectin, putative	9.64	1.61	0.20	0	DN58201
Glutathion S-transferase	Putative glutathione S-transferase	54.51	4.40	0.45	0	DN41472
	Glutathione S-transferase	377.46	61.22	21.56	0	DN45728
	Glutathione S-transferase, putative	76.98	12.08	12.37	0	DN49881
	Glutathione S-transferase, putative	63.43	9.89	9.71	0	DN40498
	Putative glutathione S-transferase	103.27	2.50	0.21	0	DN29689
	Glutathione S-transferase, putative	141.94	17.66	43.40	0	DN39983
	Glutathione S-transferase, putative	83.97	50.83	18.84	0	DN51596
	Glutathione S-transferase, putative	34.12	23.17	3.01	0	DN46189
	Glutathione S-transferase, putative	24.53	3.86	15.36	0	DN48615
	Glutathione S-transferase, putative	4.67	2.92	11.30	0	DN51816
	Glutathione S-transferase	38.31	40.50	80.58	0	DN50592
	Putative glutathione S-transferase	145.21	23.61	6.79	0.01	DN38169
	Putative glutathione S-transferase	2,285.92	1,869.90	234.28	0.01	DN56344
	Glutathione S-transferase	17.36	2.77	11.28	0.01	DN50142
	Glutathione S-transferase, putative	70.00	33.69	22.33	0.01	DN44573
	Microsomal glutathione S-transferase	44.68	67.61	24.03	0.03	DN40419
Antioxidant activity	Catalase	624.90	207.05	171.21	0	DN57352
	Protein disulfide isomerase-2	408.68	45.01	22.40	0	DN50839
	Protein disulfide isomerase	781.58	202.00	98.63	0	DN52494
	Thiol-disulfide isomerase, putative	41.52	14.07	2.77	0	DN46036
	Protein disulfide isomerase-1	95.20	34.10	14.70	0	DN50839
	Thioredoxin peroxidase	186.76	29.83	10.68	0	DN42520
	16 kDa thioredoxion, putative	155.43	66.01	29.23	0	DN37149
	Glutathione peroxidase	1,434.27	174.50	46.00	0	DN40806
Iron metabolism	Ferritin 2	78.53	84.06	22.75	0.01	DN51538
	Transferrin receptor, putative	80.18	0.03	0.03	0	DN54992
Superoxide dismutase	Hypothetical protein	16.17	0.75	0.49	0	DN50617
	Superoxide dismutase Cu-Zn, putative	17.30	5.66	7.58	0	DN52749
	Unnamed protein product	22.05	38.38	96.10	0	DN40853
	Superoxide dismutase [Cu-Zn] isoform X2	10.76	2.49	6.86	0	DN41589
Heat shock proteins	Heat shock proteins 90, putative	312.01	72.53	29.59	0	DN49937
	Heat shock 70 kDa protein	287.74	81.31	31.94	0	DN38789
	Heat shock 70 kDa protein	341.26	225.29	70.48	0	DN48195
	Heat shock protein 70	1.54	10.26	9.86	0	DN48944
	Heat shock proteins 60	51.74	106.17	19.96	0	DN55315
	Mitochondrial chaperonin hsp60	2.19	18.04	0.13	0	DN33794
	Heat shock HSP20 protein, putative	5.00	40.29	7.56	0	DN44693
	Putative heat shock-related protein	98.50	1.11	2.96	0	DN43840
	Stress-induced protein 1	0.00	17.55	0.00	0	DN58874
	PREDICTED: heat shock protein 16-like	0.75	19.81	0.14	0	DN37163
	Small heat shock protein I	829.95	124.30	124.53	0	DN45806
	Small heat shock protein I	860.03	112.86	55.58	0	DN46736
	Putative heat shock-related protein	79.00	6.59	6.37	0	DN45729
	Small heat shock protein II	13.34	61.93	28.28	0	DN46199
	Heat shock protein, putative	92.50	174.46	24.35	0	DN49326

TPM values are the mean of the three biological replicates analyzed from each physiological condition. Significance analysis was based on one-way ANOVA (*P* < 0.05). Full information on unigene names, TPM data, and other information see Additional file 5: Table S5

Ingestion of large amounts of host blood and the digestion of the blood meal increases redox pressure in ticks. Therefore, detoxifying mechanisms are required for counteracting redox pressure in ticks [98]. 

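All 8 unigenes listed under antioxidant activity in Table 5 were higher in F tick than in both other groups, while of 15 heat shock proteins 6 were higher in F tick and 5 in H tick. Those 5 include DN58874_c0_g1, DN37163_c2_g3 and DN33794_c0_g1, whose best hits are a *Caenorhabditis*, a hoofed mammal and a whipworm. Thioredoxin peroxidase DN42520_c0_g1, which clears hydrogen peroxide, had 187 ± 36.2 TPM in F tick, 29.8 ± 4.33 in H tick and 10.7 ± 2.18 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 2.60, adjusted p = 9.3e-05), and protein disulfide isomerase-2 DN50839_c0_g2 409 ± 154 TPM in F tick, 45.0 ± 6.38 in H tick and 22.4 ± 3.18 in M tick (3.10, adjusted p = 6.3e-05). Of 4 superoxide dismutases in Table 5, DN50617_c1_g2 (16.2 ± 9.10 TPM in F tick, 0.753 ± 0.102 in H tick and 0.487 ± 0.254 in M tick, a log2 fold change of 3.17, adjusted p = 3.9e-04) and the copper-zinc form DN52749_c1_g1 (17.3 ± 3.82 TPM in F tick, 5.66 ± 2.07 in H tick and 7.58 ± 3.48 in M tick, a log2 fold change of 1.48, adjusted p = 0.016) were higher in F tick than in both other groups. Of 45 antioxidant, chaperone and iron unigenes in Table 5, 21 are higher in F tick, 5 in H tick and 0 in M tick, the same numbers when adjusted over the list alone; the study drew them from these libraries, so the majority is no independent evidence. The dismutase DN52749_c1_g1 is not called against H tick without F tick replicate 1 (1.32), H tick replicate 1 (1.43) or H tick replicate 2.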

There were 64 upregulated transcripts coding for proteins with oxidoreductase activities, chaperone proteins, and proteins involved in iron and hemoglobin metabolism (Table 5). Most of the upregulated unigenes were in the F tick group. 

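Of 16 glutathione S-transferases (GSTs) in Table 5, 4 were higher in F tick than in both other groups. DN45728_c0_g2 had 377 ± 271 TPM in F tick, 61.2 ± 6.49 in H tick and 21.6 ± 5.25 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 2.37, adjusted p = 0.0027), DN49881_c0_g1 77.0 ± 32.0 TPM in F tick, 12.1 ± 1.79 in H tick and 12.4 ± 7.20 in M tick (2.50, adjusted p = 0.0016) and DN41472_c0_g1 54.5 ± 33.0 TPM in F tick, 4.40 ± 1.49 in H tick and 0.453 ± 0.414 in M tick (3.20, adjusted p = 0.0010). DN40498_c0_g1, with 63.4 ± 48.2 TPM in F tick, 9.89 ± 3.43 in H tick and 9.71 ± 0.441 in M tick, is the fourth in Table 5 that stands above both other groups. Over all 51 tested GSTs, 18 were higher and 8 lower in F tick than in H tick (21 and 8 adjusted over the list alone; set test with the preset correlation, adjusted p = 1.6e-06, and adjusted p = 0.17 with an estimated correlation). Against F tick, M tick had 8 higher and 18 lower (adjusted p = 3.0e-04, and 0.40 with an estimated correlation). Between H tick and M tick the deposited values give 11 higher and 3 lower, and median-of-ratios scaling turns this to 2 and 5.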

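GST DN56344_c1_g1 is the most abundant of the GSTs in Table 5 in fed and starved ticks alike, at 2286 ± 866 TPM in F tick, 1869.9 ± 961 in H tick and 234 ± 348 in M tick (n = 3 pools each). It is not called between F tick and H tick (log2 fold change of 0.32, adjusted p = 0.84). M tick lies below both (M tick against F tick, -4.58, adjusted p = 0.0047, and for H tick against M tick 4.26, adjusted p = 0.012), although its replicate 2 holds 636 TPM and the other M tick pools 26.0 and 41.2. The difference between H tick and M tick is not called without M tick replicate 1 (3.40) or 3 (3.72).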

In the differentially expressed unigenes, a glutathione S-transferase (GST) gene (DN56344) was highly expressed both in F tick (TPM: 2,285.92) and H tick (TPM: 1,869.90) groups. GSTs are known as genes of a superfamily that are involved in the detoxification of endogenous and xenobiotic compounds [99]. Blood-feeding increased cellular stresses, and the majority of the GSTs were upregulated except two omega class GSTs (GSTO) that were upregulated in the M tick group (DN51816; DN50592). 

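The omega-class GST DN50592_c0_g2 had 38.3 ± 9.71 TPM in F tick, 40.5 ± 8.18 in H tick and 80.6 ± 17.6 in M tick (n = 3 pools each) and was higher in M tick than in F tick (log2 fold change of 1.06, adjusted p = 0.013); between H tick and M tick it is not called (-0.97, adjusted p = 0.028). DN51816_c0_g2, the other of this class, had 4.67 ± 1.21 TPM in F tick, 2.92 ± 0.504 in H tick and 11.3 ± 6.74 in M tick. It was lower in H tick than in M tick (-1.47, adjusted p = 0.041), while M tick against F tick gives 0.95, adjusted p = 0.13. Among the remaining GSTs of Table 5, DN29689_c0_g1 and DN38169_c0_g5 have their high F tick means from replicate 3 alone (307 and 434 TPM, against at most 2.37 and 1.64 in replicates 1 and 2) and are not called. Both omega calls sit near the threshold: DN51816_c0_g2 loses its call without any of 6 libraries (smallest -1.08, without M tick replicate 3) and DN50592_c0_g2 without any of 3 (smallest 0.91, without M tick replicate 3).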

The GSTOs were characterized in insects, and are over-express under stress response and at the presence of insecticides [100, 101]. 

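Catalase DN57352_c0_g2, glutathione peroxidase DN40806_c0_g4 and protein disulfide isomerase DN52494_c1_g2, which act on peroxides and on disulfide bonds, were higher in F tick than in both other groups (n = 3 pools each). The peroxidase differed most, with 1434 ± 793 TPM in F tick, 175 ± 36.6 in H tick and 46.0 ± 15.8 in M tick (F tick against H tick, log2 fold change of 2.92, adjusted p = 4.6e-04, and for M tick against F tick -4.85, adjusted p = 2.0e-05). Catalase had 625 ± 91.2 TPM in F tick, 207 ± 38.3 in H tick and 171 ± 39.3 in M tick (1.60, adjusted p = 0.0016 and -1.88, adjusted p = 5.1e-04) and the isomerase 782 ± 265 TPM in F tick, 202 ± 23.6 in H tick and 98.6 ± 27.8 in M tick (1.90, adjusted p = 0.0016 and -2.96, adjusted p = 1.1e-04). Starved ticks held more of the peroxidase than newly molted ones as deposited (1.93, adjusted p = 0.0061), a call that median-of-ratios scaling removes (1.36).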

Other highly expressed antioxidant proteins included catalase (DN57352; TPM: 624.90), protein disulfide isomerase (DN52494; TPM: 781.58) and glutathione peroxidase (DN40806; TPM: 1,434.27).

Heat-shock proteins (HSP) work as molecules involved in correction of protein folding which were over-expressed under heat shock and other stress responses as ticks ingesting host blood with elevated temperature, dealing with environmental stress, and neutralizing damage caused by toxic substances ingested with blood meal or produced during digestion of blood meal [102, 103]. We selected 16 differentially expressed HSPs including HSP90, HSP70, HSP60 and HSP20 (small HSPs) (Table 5). 

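HSP90 DN49937_c1_g1, annotated as a gp96 of the endoplasmic reticulum, had 312 ± 110.4 TPM in F tick, 72.5 ± 10.3 in H tick and 29.6 ± 6.42 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 2.03, adjusted p = 0.0011, and for M tick against F tick -3.30, adjusted p = 5.8e-05). Its mean TPM in F tick is 4.30 times that in H tick and 10.5 times that in M tick. Relative to elongation factor 1α, the RT-qPCR reference, the same ratios are 5.82 and 2.95.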

After blood-feeding, The HSP90 (DN49937; TPM: 312.01) over-expressed in the F tick group which was 5.8 folds the expression of the gene in the H tick group and 3 folds the expression of the gene in the M tick group. 

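A small heat shock unigene, DN58874_c0_g1, had 17.3, 19.0 and 16.3 TPM in the 3 H tick pools and was listed at 0 in the 6 other libraries (H tick against M tick, adjusted p = 4.1e-05). Its best hit is stress-induced protein 1 of *Caenorhabditis elegans*. DN37163_c2_g3, also small, had 19.8 ± 4.28 TPM in H tick and 0.143 ± 0.075 in M tick (4.17, adjusted p = 4.2e-04), and in F tick 2.26 TPM in replicate 3 and 0 in the others. Its best hit is a hoofed mammal, *Pantholops hodgsonii*.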

Notably a HSP20 (DN58874) was exclusively expressed in the H tick group. Two highly differentially expressed HSP70s (DN38789 and DN48195) were in the F tick group. 

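Both HSP70s are abundant in F tick, and DN38789_c1_g2, the form of the endoplasmic reticulum, separates the groups more sharply: 288 ± 70.7 TPM in F tick, 81.3 ± 6.36 in H tick and 31.9 ± 7.09 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 1.78, adjusted p = 9.2e-04, and for M tick against F tick -3.12, adjusted p = 3.0e-05). DN48195_c3_g3 had 341 ± 93.9 TPM in F tick, 225 ± 77.0 in H tick and 70.5 ± 22.0 in M tick; it was lower in M tick than in F tick (-2.27, adjusted p = 8.0e-04) and is not called between F tick and H tick (0.61, adjusted p = 0.20). A different HSP70, DN48944_c0_g2, stood higher in H tick (10.3 ± 8.49 TPM) than in F tick (1.54 ± 0.585 TPM and -1.92, adjusted p = 0.023). Over all 52 tested heat shock proteins, 5 were higher and 10 lower in F tick than in H tick (set test with the preset correlation, adjusted p = 0.26); this balance turns to 11 and 4 after median-of-ratios scaling. With that scaling DN48195_c3_g3 is called higher in F tick than in H tick, and DN48944_c0_g2 is not called (-1.21).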

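Some small heat shock proteins stood highest in F tick and others in H tick. In F tick, DN46736_c1_g2 had 860.0 ± 68.4 TPM, against 113 ± 121 in H tick and 55.6 ± 66.0 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 3.51, adjusted p = 0.011), DN45806_c0_g1 830.0 ± 389.7 TPM in F tick, 124 ± 41.2 in H tick and 125 ± 43.2 in M tick (2.69, adjusted p = 7.7e-04) and the heat shock-related DN43840_c0_g2 98.5 ± 39.7 TPM in F tick, 1.11 ± 0.529 in H tick and 2.96 ± 1.36 in M tick (5.49, adjusted p = 1.6e-05). In starved ticks, HSP60 DN55315_c1_g1, a mitochondrial chaperonin, had 51.7 ± 28.3 TPM in F tick, 106 ± 22.0 in H tick and 20.0 ± 5.88 in M tick (H tick against M tick, 2.37, adjusted p = 0.0027, and for F tick against H tick -1.15, adjusted p = 0.046). HSP20 DN44693_c0_g1 was higher in H tick (40.3 ± 17.0 TPM) than in F tick (-2.77, adjusted p = 0.0052) and M tick (2.59, adjusted p = 0.010). DN49326_c1_g2 had 92.5 ± 55.8 TPM in F tick, 174 ± 68.8 in H tick and 24.4 ± 6.72 in M tick and was called against M tick (2.76, adjusted p = 0.0043) and not against F tick (-1.08, adjusted p = 0.13), while DN46199_c1_g6 was called against F tick (-2.27, adjusted p = 0.010) and not against M tick (1.19, adjusted p = 0.14). The second HSP60, DN33794_c0_g1, had 2.19 ± 3.79 TPM in F tick, 18.0 ± 7.25 in H tick and 0.133 ± 0.035 in M tick (4.00, adjusted p = 0.0036), and its best hit is the whipworm *Trichuris trichiura*. Of the 15 heat shock proteins in Table 5, which the study chose on these libraries, 6 are higher in F tick than in both other groups, 5 in H tick and 0 in M tick. The 5 in H tick include DN33794_c0_g1, DN58874_c0_g1 and DN37163_c2_g3, all with a nematode or mammal best hit. HSP60 DN55315_c1_g1 loses its call against F tick without any of 8 libraries (smallest -0.74, without F tick replicate 1), and DN46199_c1_g6 loses its own under median-of-ratios scaling (-1.41).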

Significantly upregulated and highly expressed HSP20s were also found in the F tick group implying upregulation of these genes may induced by feeding and blood-meal digestion [46], while upregulation of unigenes including HSP60 (DN55315 and DN33794) and HSP20 (DN49326, DN46199 and DN44693) in the H tick group were likely caused by exhaustion of energy substance and environmental stress after long-term starvation [104, 105].

Ticks acquire iron and heme from host blood, while ticks can not utilize heme for bioavailable iron [106]. In the iron metabolism ticks would have to bear redox pressure from acquiring iron from host transferrin [28]. In the transcriptome of *D. marginaus*, two unigenes annotated on iron metabolism were significantly upregulated in the F tick group including ferritin 2 (DN51538) and transferrin receptor (DN54992) (Table 5). 

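The transferrin receptor DN54992_c0_g1 is close to absent in unfed ticks, with 80.2 ± 38.4 TPM in F tick, 0.033 ± 0.058 in H tick and 0.027 ± 0.046 in M tick (n = 3 pools each, with a log2 fold change for F tick against H tick of 6.18, adjusted p = 6.7e-06, and for M tick against F tick -6.19, adjusted p = 4.9e-06). Ferritin 2 DN51538_c0_g2 is not called between F tick and H tick (78.5 ± 5.34 TPM in F tick, 84.1 ± 33.7 in H tick and 22.8 ± 21.9 in M tick, a log2 fold change of -0.01, adjusted p = 1.0), and M tick lies below F tick (-2.12, adjusted p = 0.012). Against H tick the fall in M tick is called as deposited (H tick against M tick, 2.13, adjusted p = 0.018) and not after median-of-ratios scaling (1.57). Without M tick replicate 1 the difference from F tick keeps its direction and is not called (-1.74).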

Tick ferritin 2 is a unique secreted protein that is conserved in ticks [30], and tick ferritin 2 is a gut-specific protein which is secreted into the hemolymph transporting bioavailable iron in between organs [107]. The iron in host transferrin was released by lysosome in tick midgut through endocytosis that was triggered when transferrin receptor conjugated with host transferrin [106, 108], but further detailed research is needed to characterize molecular function of tick transferrin receptors. Generally, feeding and digestion of haemoglobin in blood meal releases large amounts of heme and subsequently cause the upregulation of antioxidant genes, whereas exhaustion of energy reserve would increase reactive oxygen species, which in turn would exacerbate starvation-induced autophagy [109].

### RT-qPCR validation of RNA-seq data

In order to validate RNA-seq results, the expression level of six selected upregulated genes were assessed by RT-qPCR, using *ef-1α* (DN43634) as a reference. The selected genes encoded the following proteins: ferritin 1; ferritin 2; HSP70; galectin; GST; and Dm86 (Fig. 7). For checking the suitability of the primer pairs, the amplification products were electrophoresed in an agarose gel, and the density of the bands of expected size were measured for all genes, including the housekeeping genes. 

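Galectin DN57588_c2_g1 fell with feeding whether or not a reference gene is used. Relative to elongation factor 1α, F tick against H tick gives a log2 ratio of -3.38 (p = 0.10) for galectin, -1.64 (p = 0.10) for the Dm86 unigene DN57937_c0_g1, a midgut membrane protein, and 1.06 (p = 0.10) for HSP70 DN48195_c3_g3, each an exact permutation test, two-sided, n = 3 pools per group. The same ratio is 0.00 (p = 1.0) for ferritin 1 DN38021_c0_g2, 0.44 (p = 0.40) for ferritin 2 and -1.52 (p = 0.70) for GST DN38169_c0_g5 by exact permutation (n = 3 per group). In M tick against H tick the ratios are 1.34 (p = 0.10) for ferritin 1, 0.63 (p = 0.10) for HSP70 and -3.22 (p = 0.10) for Dm86, and 0.29 (p = 0.50) for GST, 0.20 (p = 0.50) for galectin and 0.09 (p = 1.0) for ferritin 2 (exact, n = 3). The smallest p that 3 pools against 3 can reach is 0.1. RT-qPCR measurements were not used here, and the unigene of Dm86 was picked by annotation. That of ferritin 1 was picked, among those annotated ferritin under its number and after its values had been seen, because its ratio to elongation factor 1α is that of Fig. 7, so its ratios are no independent check of the figure.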

The comparison between the RT-qPCR and RNA-seq results confirmed that all genes showed a similar trend in transcriptional expression changes, the normalized fold change values of all unigenes by *ef-1α* (DN43634) were recorded in Additional file 5: Table S5. Transcripts encoding ferritin 1, HSP70, GST, galectin and Dm86 showed rather similar expression patterns, while, ferritin 2 did not show differential expression in RT-qPCR (Fig. 7). 

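The reference gene itself differs between the groups. Elongation factor 1α DN43634_c0_g1 had 1616 ± 375 TPM in F tick, 2185 ± 358 in H tick and 452 ± 132 in M tick (n = 3 pools each). H tick stands above M tick by a log2 fold change of 2.30 (adjusted p = 9.4e-04), 1.73 after median-of-ratios scaling (adjusted p = 0.0098), and F tick is not called against H tick (-0.45, adjusted p = 0.30). The ratio of its mean in H tick to that in M tick is 4.83, so division by it raises M tick relative to H tick. In TPM alone the mean of M tick lies below that of H tick for all 6 selected genes, with ferritin 1 at a log2 difference of -0.96 (adjusted p = 0.16) and HSP70 at -1.66 (adjusted p = 0.0076). GST DN38169_c0_g5 has TPM of 1.64, 0.280 and 434 in F tick and 23.6 ± 7.24 in H tick. Its ratio of group means to the reference is 8.32 for F tick against H tick, from replicate 3 alone.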

The less consistent result obtained from RT-qPCR and RNA-seq may be due to several reasons including variability in the expression of the reference gene in different biological samples or differences in data standardization method between RT-qPCR and RNA-Seq analyses [37].

**Fig. 7:**
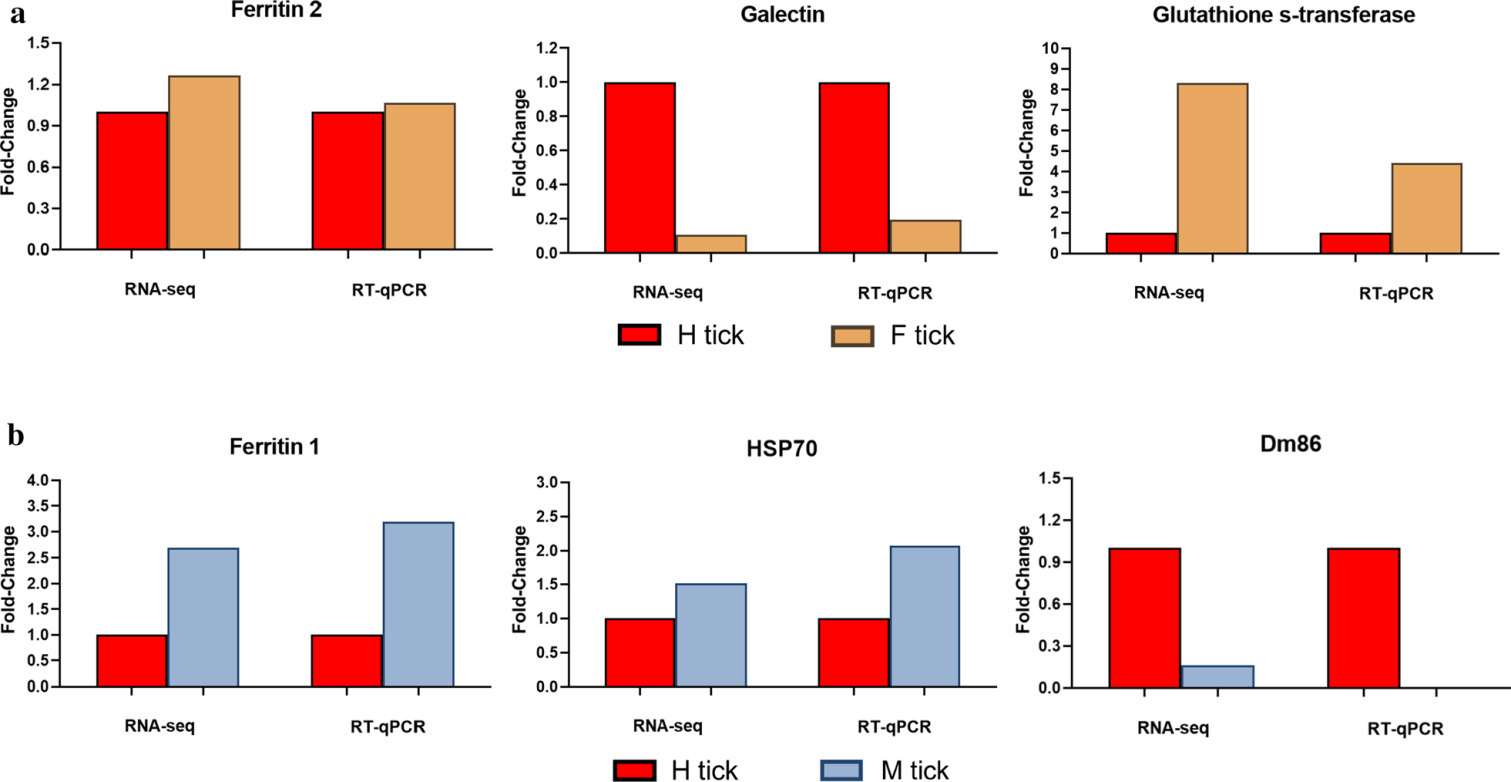
RT-qPCR validation of selected 6 differentially expressed genes in the RNA-seq. RT-qPCR was performed using cDNA templates derived from female *D. marginatus* ticks. The expression profiles of the 6 genes in 3 different status of the tick are indicated above. Red bar represents starved female ticks (H tick), beige bar represents fed female ticks (F tick), and blue bar represents newly molted female ticks (M tick). The expression level of each gene was normalized to its level in starved ticks

The biological significance of the gene expression profiles is important, but the gene expression alone could not characterize them, as further investigations are required. In total, the differences among the gene expression profiles indicate that the transcriptome of *D. marginatus* female ticks are informative, which may provide data for further research on this tick species.

## Conclusions

In this study we expanded sequence information of *D. marginatus* by RNA-seq data and provided functional annotations of the genes of this tick species on a whole-body transcriptome level. We found that blood-feeding and starvation induced a strong upregulation of unigenes associated with proteins, lipids and carbohydrates metabolism, as well as unigenes associated with defense mechanism and antioxidant activity. Overall, these results would facilitate the understanding of *D. marginatus* genes encoding potential target molecules for efficient anti-tick interventions.

## Supplementary information

**Additional file 1: Table S1.** Specific primers used in the RT-qPCR validation of RNA-seq results.

**Additional file 2: Table S2.** Overview of sequencing quality control.

**Additional file 3: Table S3.** Annotation summary with DIAMOND software.

**Additional file 4: Table S4.** Raw reads alignment results.

**Additional file 5: Table S5**. Annotation table of *D. marginatus* female adult transcriptome analysis.

**Additional file 6: Table S6.** Unigenes used in molecular function, cellular component and biological process anaylisis by GO annotation.

**Additional file 7: Figure S1.** Genes differentially expressed between groups after blood-feeding and long-term starvation.

## Data Availability

The datasets supporting the conclusions of this article are available in the GEO database of GenBank repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151667) with accession number GSE151667.

## Abbreviations

RNA-seq: RNA sequencing
TPM: transcripts per million
DEGs: differentially expressed genes
RT-qPCR: real-time quantitative PCR
GEO: Gene Expression Omnibus database
GO: Gene Ontology database
KEGG: Kyoto Encyclopedia of Genes and Genomes database

# Supplementary material for: De novo assembly and analysis of the transcriptome of the Dermacentor marginatus genes differentially expressed after blood-feeding and long-term starvation
**Source:** Parasit Vectors. 2020 Nov 10;13:563. doi: 10.1186/s13071-020-04442-2
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Specific primers used in the RT-qPCR validation of RNA-seq results.

**Table S1** Specific primers used in the RT-qPCR validation of RNA-seq results

| **Primer pairs** | **(5’ to 3’ end)** | **Anotation** | **Unigene** | **PCR Product** |
| --- | --- | --- | --- | --- |
| Fer1-RT-F  Fer1-RT-R | CCAGAAGCCAGCACAGGAC  CCTTGATGGACTTCACCTGC | Ferritin 1 | DN38021 | 185 |
| Fer2-RT-F  Fer2-RT-F | CTTCCTCCACGACCGATGT  GCTCCTCGCTGGACTGGT | Ferritin 2 | DN51538 | 158 |
| HSP70-RT-F  HSP70-RT-R | CGCAACACAACCATTCCCAC  CCTTGGACAGGCGACCTTTAT | HSP70 | DN48195 | 273 |
| Galectin-RT-F  Galectin-RT-R | GGAACCGCCCAAGCAAG  CGCCGGAGATGATGACCAC | Galectin | DN57588 | 167 |
| GST-RT-F  GST-RT-R | TAGCGTTCCCGCAAGT  CAGGTATTCCTCGGTGAG | Glutathione S-transferase | DN38169 | 292 |
| Dm86-RT-F  Dm86-RT-R | ACCAGCAACAAACGAGG  GGTCCAGGATCTGAACAAC | Dm86 | DN57937 | 165 |
| Ef-1α-RT-F  Ef-1α-RT-R | CCGCCCAGGTTATTGT  ACGACGGTCGCACTTT | Elongation factor 1 alpha | DN43634 | 125 |

# Supplementary material for: De novo assembly and analysis of the transcriptome of the Dermacentor marginatus genes differentially expressed after blood-feeding and long-term starvation
**Source:** Parasit Vectors. 2020 Nov 10;13:563. doi: 10.1186/s13071-020-04442-2
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Annotation summary with DIAMOND software.

**Table S3** Annotation summary with DIAMOND software

| **Database** | **Number** | **Ratio (%)** |
| --- | --- | --- |
| All | 30,251 | 100.00 |
| GO | 7,527 | 24.88 |
| KEGG | 7,081 | 23.41 |
| Pfam | 7,663 | 25.33 |
| Swissprot | 6,825 | 22.56 |
| EggNOG | 9,315 | 30.79 |
| NR | 9,701 | 32.07 |

How the deposited data were processed for this re-analysis (not part of the article)

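RNA of whole adult females of *D. marginatus* was sequenced in 9 libraries, each a pool: F tick, 3 pools of 3 engorged ticks taken 24 h after detachment, H tick, 3 pools of 5 ticks kept unfed for 6 months, and M tick, 3 pools of 5 ticks taken 5 days after the molt. Each library is one pool and one observation. The numbers of the replicates do not pair libraries of different groups.

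The authors cleaned the reads with Cutadapt 2.6 and scripts of their own, assembled them with Trinity and took the longest transcript of each cluster as the unigene. They computed TPM with Salmon, whose version is not stated, annotated the unigenes with DIAMOND against Nr, GO, SwissProt, KEGG, Pfam and eggNOG, and tested expression with edgeR. The deposited table holds TPM for 30251 unigenes in the 9 libraries, with a length in bases and the annotations. It holds no counts, p-values or fold changes. Its TPM columns were checked against the first 1057 rows of Table S5, which is all of that table that was at hand, and equal the TPM given there to rounding.

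The analysis had been planned on counts, with limma-trend on log2(TPM + 1) as the stated replacement if only TPM were at hand, and that replacement was used. Unigenes with TPM above 1 in at least 3 libraries were tested, 27658 in all. One linear model with a coefficient per group was fitted to all 9 libraries with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend). p-values were adjusted by the Benjamini-Hochberg method over the tested unigenes, and a unigene is called at an adjusted p below 0.05 and an absolute log2 fold change above 1. The F-test of the same fit gives the unigenes changed among the 3 groups, at an adjusted p below 0.05. Every adjusted p of a single unigene comes from this limma fit. A fold against a group whose libraries all stand at 0 is not given.

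Lists of unigenes by words in the annotation and by the organism of the best Nr hit had been set before the deposited table was at hand. By then the paper's tables and part of Table S5, from these same libraries, had been seen. Word lists also hold unigenes of Tables 2 to 5, so the list tests are not blind to these libraries. Words that keep other proteins out of the histone, muscle and trypsin lists were not in the plan. Lists were tested with camera of limma, with a preset correlation of 0.01 and with the correlation estimated, where at least 5 members were tested. KEGG pathways with at least 5 tested unigenes were tested for enrichment with a one-sided Fisher's exact test, a test set up after the table was at hand. Unigenes of Tables 2 to 5 were found by their DN number and by group means equal to the printed ones to within 0.015 TPM or 0.5%. All 193 entries, 190 distinct unigenes, were matched. For the genes of Fig. 7, each library's TPM was divided by that of elongation factor 1α and groups were compared by exact permutation over the 20 assignments of 3 and 3 libraries. The unigenes of ferritin 1 and Dm86 are not given in full in the paper and were chosen by annotation, the former among those annotated ferritin under its number because its ratio to elongation factor 1α is that of Fig. 7, after its values had been seen. Its ratios are thus no independent check of that figure.

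Grouping of the libraries was measured on log2(TPM + 1) of the tested unigenes, as the ratio of mean distances between and within groups, over the 280 assignments of 9 libraries to 3 groups of 3. Tables were made with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

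Sequencing depth is known from Table S2 only, since TPM carries none. The precision of the tests was tested on simulated data: libraries drawn with the means and spreads of the real ones, 200 unigenes changed by known amounts. For F tick against H tick, 5.97% of the unigenes changed by a log2 of 1.5 were recovered, 16.4% at 2 and 50% at 3, with 3 false calls. For M tick against F tick the shares are 8.96, 17.9 and 43.9%, with 3 false calls, and for H tick against M tick 11.9, 17.9 and 45.5%, with 1. With only 200 of 27658 unigenes changed, the adjustment is stricter there than in the real fits, which call 8103 to 12193 unigenes. The shares recovered therefore do not give the share of changes missed in the real libraries. camera found the list planted in each comparison and called 0 of 50 random lists of 40 unigenes. The simulated unigenes were drawn independently of each other. The simulation thus cannot show how often the preset correlation gives false calls for lists whose members vary together.

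Alternatives tried were median-of-ratios and upper-quartile factors computed from TPM, a pseudocount of 0.1, no filter, replicate number as a block, the 6 libraries of the compared groups alone, no fold threshold or one of 1.5, and each library left out in turn. After the values had been seen, further ones were added: TPM above 1 in at least 6 libraries, unigenes below 0.1 TPM in the other groups left out, nematode, mammal and bird best hits left out, the 20 most abundant unigenes left out, libraries rescaled to one total, F tick replicate 1 and H tick replicate 1 both left out, and HSP90 relative to elongation factor 1α. The parts of the plan that need counts were left out. RT-qPCR measurements and the genome of *D. silvarum* were not used. Duplicate reads, coding potential and signal peptides cannot be tested from a table of TPM.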

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

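The tests on tick genes raised by starvation, on the scale of a library and on protein identity were chosen only after the result was seen. The tests on a second unigene, on germline markers and on a wrong label were set before. What drew attention to each result below is a signal in a set of unigenes or in a library that the paper does not report on as such. Single members do appear in it, as the heat shock unigene DN58874, which the paper gives as expressed in H tick only.

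Of 128 unigenes with a *Caenorhabditis* best hit, 116 are listed above 0 in all H tick libraries and at 0 in all F tick and M tick libraries. The test on tick genes raised during starvation counts the zeros that set the pattern apart and so decides nothing: of the *Caenorhabditis* unigenes called higher in H tick, 96.3% of 108 stand at 0 in the 6 other libraries, and of 457 tick best-hit unigenes in the same range of TPM none does, a difference of 96.3 percentage points. Reads from another organism stay open as a candidate explanation: of 73 ribosomal proteins among the 116, 66 (90.4%) have a second, more abundant unigene with another best hit, with medians of 15.6 against 1708 TPM in H tick. In the part of Table S6 at hand, 18 of 20 *Caenorhabditis* unigenes match their hit at 95% identity or more, against 2 of 45 tick best hits, with medians of 100 and 57.0%. For the *Caenorhabditis* unigenes covered there, this argues against tick genes raised during starvation, which stay open for the rest. Whether such RNA came from an animal on or in the starved ticks or entered during preparation or sequencing was not tested.

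F tick replicate 3 stands apart from the other F tick pools, with 667 tested unigenes at least 8-fold above both and 231 below after median-of-ratios scaling. A different scale is argued against, since 3.25% of the unigenes lie this far out even so, against 1.33 and 1.31% in replicates 1 and 2. A mislabelled library is argued against as well: of 2029 unigenes called higher in F tick without replicate 3, 87.1% lie in replicate 3 above all H tick and M tick libraries. More RNA of the ovary stays open as a hypothesis: the median difference of 27 germline markers (1.34 on the log2 scale, 18 at least 2-fold up and 0 down) lies at percentile 100 of 10000 random lists matched on mean expression. Higher in replicate 3 are a cyclin A, DN41785_c0_g1 (108 TPM against 4.62 and 8.71), and the piwi DN55974_c0_g1 (49.0 against 7.93 and 5.82), while the most abundant marker, DN43469_c0_g1 (139 against 139 and 76.5), and the tudor DN48385_c1_g3 (59.4 against 87.9 and 60.8) lie within or below the range of the other pools, and of the vitellogenin receptors, left out of the 27, DN52005_c1_g2 is lower (9.91 against 51.1 and 14.8). All these markers are found in unfed ticks too, 12 come from a broad word that also matches other RNA helicases, and progress through engorgement was not tested.

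*Gallus* best hits are the other way round, with 15 of 16 unigenes called higher in F tick than in both other groups, and in the part of Table S6 at hand 5 of 6 match at 95% identity or more. Their summed TPM does not follow that count, with 1585, 4584 and 3709 in the F tick libraries and 7274, 1213 and 1496 in those of H tick. *Mus* best hits were called higher in M tick than in both other groups for 56 of 82 unigenes, of which none was tested against a second unigene. In the same part of Table S6, 28 of 35 *Mus* best hits match at 95% identity or more.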

How the results depend on the processing

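The alternatives with both first replicates or the most abundant unigenes left out, with a stricter filter, with single-group unigenes or other organisms left out, rescaled to one total or with HSP90 over elongation factor 1α, and those of the lists and pathways, were chosen only after the data were seen, as were all regroupings of the libraries. The others were set before the data were examined. Calls between F tick and H tick number 10828 and drop to 7019 with F tick replicate 1 and H tick replicate 1 both left out. Those between H tick and M tick, 8103, drop to 5375 with TPM above 1 in at least 6 libraries. Unigenes of Tables 2 to 5 higher in H tick than in both other groups fall from 27 to 16 under median-of-ratios scaling. Of 12 ratios to elongation factor 1α, 8 are above 0, and 1 is with no reference gene (TPM with no reference gene). With each library left out in turn, calls run from 8491 to 13138 for F tick against H tick, from 10079 to 12814 for M tick against F tick and from 5420 to 9779 for H tick against M tick. Unigenes changed among the 3 groups run from 13988 to 19227 and the ratio of distances from 1.80 to 2.12. List results at an adjusted p below 0.05 (26) run from 24 to 27. Table unigenes above both other groups (126) run from 109 to 139, with 68 to 78 in F tick, 21 to 35 in H tick and 20 to 26 in M tick, and ratios above 0 from 6 to 8. With replicate number as a block, which shares only a number between libraries, the calls are 10229, 11819 and 7294. Fits of 2 groups alone give 8994, 10215 and 9486, and a pseudocount of 0.1 10915, 12311 and 7083. Of 488 calls in named unigenes, 375 hold under all settings run that kept their unigene, 410 with each library left out and 440 under both scalings, and none of them changes direction in any setting. With TPM above 1 in at least 6 libraries, 338 of the 488 hold and 4 do not, and the rest were not tested there. The Wald and likelihood ratio tests of DESeq2, the filter at 10 counts, the rule at 3 counts and TMM-normalized CPM were not run, because they need counts. In limma, no other split of the 6 libraries of a comparison gives a call (real values 10828, 12193 and 8103, highest other 0, so 1 split is as large), and 10 splits are too few for a share under 0.05. For the 3 groups together chance is argued against and not excluded. The 100 splits were drawn so as to hold the real one, and 1 of 100 is the smallest share they can give. Only the real split, with 16784 unigenes, is as large, and the highest other has 5307. Splits near that value keep the F tick libraries together. The cause of any of these movements was not tested.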

Differences from the paper's values

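HSP90 relative to elongation factor 1α was chosen only after the result was seen. The deposited table assigns more unigenes to most GO terms than the paper states. Molecular functions with both values are protein binding 438 (paper 211), ATP binding 310 (paper 185), metal ion binding 358 (paper 183), structural constituent of ribosome 339 (paper 210), RNA binding 300 (paper 182), zinc ion binding 247 (paper 125), DNA binding 227 (paper 121), hydrolase activity 173 (paper 106) and nucleic acid binding 206 (paper 98). Cellular components are cytoplasm 1218 (paper 664), nucleus 1077 (paper 555), membrane 559 (paper 327) and integral component of membrane 672 (paper 390). Biological processes are translation 278 (paper 171), oxidation-reduction process 254 (paper 141), proteolysis 185 (paper 120), regulation of transcription 168 (paper 91) and metabolic process 141 (paper 90). These counts come from the annotation alone, and none of the alternatives set before the data were examined applies to them. Cytoplasm is 16.2% of the unigenes with a GO term here, near the share that the paper prints beside its 664. The paper's counts thus rest on a smaller set of unigenes, and the values are not on a common base.

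Antioxidant, chaperone and iron unigenes upregulated in a group number 26, against the paper's 64, although Table 5 lists 45. The count here runs over those 45, so no alternative can reach the paper's value, and the settings show only how far it moves: median-of-ratios and upper-quartile scaling give 28, replicate number as a block 26, and leaving out a library 23 to 30. Carbohydrate unigenes upregulated in F tick number 12 among the 51 distinct unigenes of Table 4, against the paper's 35 from a set that could not be traced to a list, so the sets are unlike. There are 13 under both scalings, 12 with the block and 11 to 13 without a library, all of which still differ. The notes to Tables 4 and 5 give a one-way ANOVA at P below 0.05, and the paper's Methods an FDR below 0.05 and an absolute log2 fold change above 1. The paper does not say which groups a unigene had to exceed for these counts. Here a unigene must be called against each of the other groups.

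HSP90 DN49937_c1_g1 is 10.5 times as high in F tick as in M tick by mean TPM, against the paper's 3. Relative to elongation factor 1α, a setting chosen after seeing the values, the ratio is 2.95 and falls within the paper's. No other alternative was run on it, and as a ratio without a test it drops none of the paper's called items. GST DN38169_c0_g5 relative to elongation factor 1α is 0.348 in F tick to H tick, as the mean of log2 ratios, and about 8.3 in Fig. 7, read by eye. The ratio of group mean TPM, an alternative set before the data were examined, gives 8.32 and falls within the figure's value, while TPM with no reference gene gives 0.255 and does not.

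The paper states that downregulated unigenes slightly outnumber upregulated ones in each comparison. Here 8551 of 10828 are lower in F tick than in H tick, but 8536 of 12193 are higher in M tick than in F tick and 4702 of 8103 higher in H tick than in M tick. Median-of-ratios scaling gives 3699 higher and 3655 lower for F tick against H tick, which ends the majority of lower unigenes there, and upper-quartile scaling 2960 and 4999. Both scalings give more lower than higher unigenes for H tick against M tick (4541 and 4079 lower), as does leaving out the 20 most abundant unigenes, chosen after seeing the values (3892). No setting run does for M tick against F tick. The paper names these pairs in the panels of Fig. 5 without saying which group is the numerator, and the first named is taken as such here. With the last 2 pairs read the other way lower unigenes would outnumber higher ones throughout, as the paper states, so the difference rests on that reading. For H tick against M tick the log2 fold changes here reach 8.40 up and -13.1 down, and those of the figure also reach further down than up.

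Single genes that the paper places in a group and that are not called there are these. Ferritin 2 DN51538_c0_g2, given as upregulated after feeding, has a log2 fold change of -0.01, adjusted p = 1.0 against H tick, called under none of the settings run, and is called against M tick. HSP70 DN48195_c3_g3, given as high in F tick, has 0.61, adjusted p = 0.20 against H tick and is called there under both scalings. Apolipoproteins A-I DN34916_c1_g1 and A-IV DN37679_c0_g1, given as upregulated beside vitellogenin, are called higher in M tick than in both other groups, while 1 of the 6 lipoprotein unigenes of Table 3 is higher in F tick than in both, 2 under median-of-ratios scaling. The best hits of both apolipoproteins are sequences of the house mouse. Insulin induced protein DN55975_c0_g1 is named among genes active after feeding and in newly molted ticks and has 0.40, adjusted p = 0.50 in M tick against F tick. It is called between H tick and M tick without M tick replicate 3. Niemann-Pick C1 DN34326_c0_g1, C2 DN53284_c0_g1 and DN55629_c1_g1, which the paper also links to newly molted ticks, are highest in F tick.

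Glucose 6-phosphate dehydrogenase DN56097_c2_g5, given as upregulated in H tick, has 0.94, adjusted p = 0.18 against M tick and is called there under none of the settings run. It is called against F tick. Of the omega-class GSTs given as upregulated in M tick, DN51816_c0_g2 has 0.95, adjusted p = 0.13 against F tick, called without M tick replicate 2, and DN50592_c0_g2 -0.97, adjusted p = 0.028 for H tick against M tick, called under both scalings, without the 20 most abundant unigenes (chosen after seeing the values), at a fold of 1.5 or with no fold threshold, and without H tick replicate 3 or M tick replicate 2. Of the small heat shock proteins given as upregulated in H tick, DN49326_c1_g2 has -1.08, adjusted p = 0.13 for F tick against H tick, called without F tick replicate 3 and with replicate number as a block, and DN46199_c1_g6 1.19, adjusted p = 0.14 for H tick against M tick, while HSP60 DN55315_c1_g1 and HSP20 DN44693_c0_g1 are called against both. Upregulated defensins are given for all states, and of the 7 listed 0 are above both other groups in H tick. The nearest, hebraein DN36307_c0_g2, has 2.76, adjusted p = 0.063 for H tick against M tick, called without M tick replicate 2 and with replicate number as a block. Table 3 lists as differing 3 unigenes that are not called in any comparison. They are the sphingomyelin phosphodiesterase DN55541_c0_g1, DN56056_c0_g2, a conserved hypothetical protein under sphingolipid metabolism, and the fatty acid-binding protein DN48942_c0_g5. The first pair is called lower in F tick than in H tick without F tick replicate 3, DN55541_c0_g1 also without H tick replicate 1, DN56056_c0_g2 higher in H tick than in M tick without F tick replicate 3 or with the 2 groups alone. The last is called between M tick and F tick under median-of-ratios scaling, with the block and without F tick replicate 3 or M tick replicate 2, and between H tick and M tick without F tick replicate 3.

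Disease pathways are placed with H tick, and here Parkinson disease has 6 unigenes higher and 23 lower in H tick than in M tick. Without nematode, mammal and bird best hits that pathway is not enriched. Protein export and N-glycan biosynthesis are placed with M tick, and here 15 and 25 unigenes are lower in M tick than in F tick and 2 and 1 higher. Both are enriched here too among all unigenes called between M tick and F tick. The rich factor of Fig. 6 counts differentially expressed unigenes of either direction. The figure thus gives no direction for these or for the disease pathways. Synthesis and degradation of ketone bodies is given as changed after feeding, and its enrichment among unigenes higher in F tick has an adjusted p of 0.30, and 0.18 under median-of-ratios scaling (one-sided Fisher's exact test). That test takes a single direction and so is unlike the paper's.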

Other observations

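Among unigenes that the paper does not discuss, single ones stand far apart between F tick and H tick. Ixoderin DN51987_c1_g1, a lectin-like defense protein, had 299 ± 42.5 TPM in F tick and 0.257 ± 0.296 in H tick and is listed at 0 in M tick (n = 3 pools each, log2 fold change of F tick against H tick 7.91, adjusted p = 4.7e-07). The vitellin-degrading cysteine endopeptidase DN38671_c0_g3, which takes yolk apart, had 353 ± 167 TPM in F tick and is listed at 0 in H tick and M tick (adjusted p = 7.9e-07 against H tick). Transglutaminase DN47165_c1_g2, which links proteins, the cytochrome P450 DN44368_c1_g1 and a serine carboxypeptidase, DN53058_c0_g2, are listed at 0 in F tick and had 48.5 ± 13.7, 85.1 ± 27.7 and 70.4 ± 21.5 TPM in H tick (adjusted p = 1.9e-06, 2.7e-06 and 2.3e-06).

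Single unigenes also stand far apart between H tick and M tick. The Skeletor-like DN35012_c0_g1 had 106 ± 22.5 TPM in M tick and 0.143 ± 0.064 in H tick (log2 fold change of H tick against M tick -6.52, adjusted p = 2.7e-06), thiopurine methyltransferase DN45997_c0_g1 119 ± 63.0 and 0.370 ± 0.098 (-6.32, adjusted p = 8.8e-06) and the secreted salivary peptide DN48032_c1_g1 391 ± 225 and 0.023 ± 0.040 (-8.34, adjusted p = 7.5e-06). The secreted protein DN54166_c0_g2 was higher in M tick than in F tick (8.69, adjusted p = 8.6e-07). A reverse transcriptase, DN54821_c0_g1, had 126 ± 38.9 TPM in H tick and 0.330 ± 0.485 in M tick (6.59, adjusted p = 5.7e-06).

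In F tick against H tick, cytochrome P450 unigenes have 37 higher and 59 lower of 185 tested (camera with the preset correlation, adjusted p = 0.034, above the shift of all unigenes, and 0.77 with the correlation estimated), a balance that turns to 49 and 38 under median-of-ratios scaling (adjusted p = 0.27) and to 45 and 44 under upper-quartile scaling. Serpins have 11 higher and 11 lower of 49 (adjusted p = 0.015, and 0.43 with the correlation estimated), 15 and 8 after median-of-ratios scaling (adjusted p = 0.057), and trypsin-like proteases 4 higher and 1 lower of 21 (adjusted p = 0.024, and 0.46 with the correlation estimated). Muscle proteins have 4 higher and 23 lower of 61 (adjusted p = 0.22, 7 and 12 after median-of-ratios scaling), Kunitz proteins 6 higher and 7 lower of 21 (adjusted p = 0.22, 7 and 6 after median-of-ratios scaling) and histones 1 higher and 2 lower of 24 (adjusted p = 0.27). Aquaporins have 1 higher and 1 lower of 8 (adjusted p = 0.66), ferritins none called by limma of 5 (adjusted p = 0.58) and lipocalins 1 higher and 3 lower of 5 (adjusted p = 0.73). Evasin is a single unigene and bacterial best hits number 0, so neither was tested.

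By organism, nematode best hits have 13 higher and 141 lower of 205 in F tick against H tick (adjusted p = 2.4e-12, and 0.43 with the correlation estimated), mammal best hits 31 higher and 129 lower of 293 in H tick against M tick (adjusted p = 2.5e-12, and 0.58) and bird best hits 25 higher and 5 lower of 54 in F tick against H tick (adjusted p = 2.4e-12, and 0.11). The nematode counts are of unigenes, and their summed TPM goes the other way, with 36886, 127437 and 117728 in the F tick libraries and 57054, 16107 and 16062 in those of H tick, where replicate 1 stands apart in each group. Tick best hits have 1772 higher and 324 lower of 5671 in H tick against M tick (adjusted p = 5.1e-08, and 0.58), which become 770 and 456 under median-of-ratios and 1101 and 406 under upper-quartile scaling. Of 19 lists, 10, 10 and 6 pass with the preset correlation in F tick against H tick, M tick against F tick and H tick against M tick. With the correlation estimated camera passes 0 in each, the smallest adjusted p being 0.107, 0.108 and 0.48, so the list results rest on the preset value. Word lists also hold unigenes that the paper's tables show, and those tables had been seen when the lists were set.

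Of the tests on the shift of the median, that on the part of the library outside the table was chosen only after the result was seen. The median tested unigene is lower in F tick than in H tick by a log2 of -0.70. A few genes taking most of the counts are argued against as the whole cause, since without the 200 most abundant unigenes, rescaled, the median is -0.63, and without 1000 it is -0.46. The part of the library outside the deposited table is argued against too, because rescaling every library to the same total gives -0.78. Feeding, the presence of males, pool size and the time of RNA extraction change together, so no biological explanation could be separated and all stay open as untested.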
